# XOL-1 regulates developmental timing by modulating the H3K9 landscape in *C*. *elegans* early embryos

**DOI:** 10.1371/journal.pgen.1011238

**Published:** 2024-08-15

**Authors:** Eshna Jash, Anati Alyaa Azhar, Hector Mendoza, Zoey M. Tan, Halle Nicole Escher, Dalia S. Kaufman, Györgyi Csankovszki

## Abstract

Sex determination in the nematode *C*. *elegans* is controlled by the master regulator XOL-1 during embryogenesis. Expression of *xol-1* is dependent on the ratio of X chromosomes and autosomes, which differs between XX hermaphrodites and XO males. In males, *xol-1* is highly expressed and in hermaphrodites, *xol-1* is expressed at very low levels. XOL-1 activity is known to be critical for the proper development of *C*. *elegans* males, but its low expression was considered to be of minimal importance in the development of hermaphrodite embryos. Our study reveals that XOL-1 plays an important role as a regulator of developmental timing during hermaphrodite embryogenesis. Using a combination of imaging and bioinformatics techniques, we found that hermaphrodite embryos have an accelerated rate of cell division, as well as a more developmentally advanced transcriptional program when *xol-1* is lost. Further analyses reveal that XOL-1 is responsible for regulating the timing of initiation of dosage compensation on the X chromosomes, and the appropriate expression of sex-biased transcriptional programs in hermaphrodites. We found that *xol-1* mutant embryos overexpress the H3K9 methyltransferase MET-2 and have an altered H3K9me landscape. Some of these effects of the loss of *xol-1* gene were reversed by the loss of *met-2*. These findings demonstrate that XOL-1 plays an important role as a developmental regulator in embryos of both sexes, and that MET-2 acts as a downstream effector of XOL-1 activity in hermaphrodites.

## Author summary

Various organisms have differing ways of determining, at a molecular level, what the sex of a developing embryo is supposed to be. The two sexes in the nematode *C*. *elegans*, hermaphrodite and male, have different numbers of X chromosomes. Hermaphrodites have two X chromosomes and males only have one. This mismatch raises an additional problem as hermaphrodites will have twice the amount of genes expressed from the X compared to males. This is solved by a process called dosage compensation, which equalizes gene expression between the sexes. A molecular sensor called XOL-1 detects the number of X chromosomes in an embryo and kick-starts the process of proper sexual development and/or dosage compensation. XOL-1 was known to be very important for activating male development but was believed to not have any role in the development of the hermaphrodite sex. We show that XOL-1 has some crucial roles in hermaphrodite embryos in controlling the rate of development of the embryo, and regulating the timing of dosage compensation. We also show that MET-2, a protein that deposits repressive methyl marks on DNA-bound histone proteins, is involved in this process.

## Introduction

Embryogenesis is the sequential process of the development of an embryo from fertilization to birth or hatching. Several molecular mechanisms during early embryogenesis have major impacts on the formation and development of the embryo. Two of these are the processes of sex determination and, in some organisms, dosage compensation. Activation of the appropriate sex determination pathways in particular is a critical step in the developmental pathways that regulate sexual reproduction. Within the context of multicellular organisms that have heterogametic sexes, sex determination is an important step that is established very early during embryogenesis. In the case of the nematode *C*. *elegans*, activation of the appropriate sex determinations pathway in the two sexes is based on the number of X chromosomes in the developing embryo [1,2]. Hermaphrodites have two X chromosomes, whereas males only have a single X chromosome. Activation of the appropriate sex determination pathways in both hermaphrodites and males are important for the development of sexually dimorphic anatomy and sexually specialized cells. In *C*. *elegans*, hermaphrodites and males differ extensively in their appearance and behavior, and ~30–40% of somatic cells in adults are known to be sexually specialized [3]. Some of these sexually specialized somatic cells, such as sex-specific neuronal cells, arise during early embryogenesis [4].

In addition, hermaphrodite embryos also need to activate dosage compensation [5]. Dosage compensation is the process through which organisms with chromosome-based methods of sex determination equalize gene expression from sex chromosomes between the two sexes. Hermaphrodites have two X chromosomes and the males have only one. This poses a challenge since the X chromosomes contain many genes that are not involved specifically in sex determination. Organisms across the animal kingdom have significant divergence in their molecular mechanisms for achieving dosage compensation. In mammals, there is near complete inactivation of one of the two X chromosomes of the female to match the transcriptional output from the single X chromosome in males [6]. Other organisms such as *Drosophila* and birds have their own unique mechanisms to establish dosage compensation which involve hyperactivation of one of the sex chromosomes, though in the case of birds the hyperactivation is incomplete [7,8]. In the case of *C*. *elegans*, the transcriptional output of both the hermaphrodite X chromosomes is repressed by half to match that of the single male X chromosome through the activity of the dosage compensation complex (DCC) [5].

XOL-1 is the master switch that regulates both sex determination and dosage compensation in the *C*. *elegans* [9,10]. XOL-1 acts as a sensor that can be toggled on or off depending on the ratio of signal elements from the X chromosome and the autosomes [9]. These elements on the X chromosome such as *sex-1*, *sex-2*, *ceh-39* and *fox-1* are known as X signal elements (XSEs) and those on the autosomes such as *sea-1* and *sea-2* are known as autosome signal elements (ASEs) [1,11–16]. The ratio of these elements differs between the two *C*. *elegans* sexes. Hermaphrodites have two X chromosomes resulting in an X: A ratio of 1, whereas the males only have one X chromosome resulting in an X:A ratio of 0.5. XSEs and ASEs compete to repress and activate expression of the *xol-1* gene in early embryos, respectively [15]. Due to the lower X:A ratio in males, transcription of XOL-1 is activated. XOL-1 then represses SDC-1, SDC-2 and SDC-3, which leads to the activation of the male sex determination pathway and the repression of hermaphrodite development and dosage compensation [1,9,10]. In hermaphrodites, due to the higher X:A ratio, the reverse occurs where XOL-1 is repressed. Hermaphrodite development and dosage compensation pathways are then activated, and male development is shut down [9].

While sex determination and dosage compensation are related pathways and are regulated by a common pathway during in the early stages of embryogenesis in *C*. *elegans*, the two pathways eventually diverge and can be regulated independently [10,17]. The SDC proteins influence both sex determination and dosage compensation, but the two pathways are independently regulated by the targets of the SDC proteins. Modulation of the SDC proteins can affect sex determination through their transcriptional regulation of the *her-1* gene [17]. In hermaphrodites, the SDC proteins repress *her-1*, a gene important for male development. *her-1* activates the male sex determination pathway, and represses the hermaphrodite sex determination pathway [18,19]. In addition to the repression of *her-1* in hermaphrodites, the SDC proteins also turn on dosage compensation by activating the DCC [17]. The DCC binds to recruitment sites on the X chromosome and spreads along the length of the chromosome to repress transcription [20–23]. The DCC and the additional ancillary pathways it recruits use multiple mechanisms to establish and maintain dosage compensation on the hermaphrodite X chromosomes throughout somatic tissues in larvae and adults [24–28]. These include X-specific deposition of H4K20me1 repressive mark by DPY-21 [27–30], tethering of H3K9me2/me3 regions to the nuclear lamina [25], contributions by the nuclear RNAi machinery [24], and the formation of TADs on the X chromosomes [26,31].

The initiation of dosage compensation in developing hermaphrodite embryos is linked to a loss in developmental plasticity and the onset of cellular differentiation programs [32,33]. Several post-translational histone modifications are known to contribute to both the processes of dosage compensation and the loss of developmental plasticity. One of these are the H3K9me2/me3 marks that are important for regulating the timeline of several processes during embryogenesis. These histone modifications are known to affect the timing of heterochromatin formation in early embryos [33,34]. H3K9me1/me2/me3 all contribute to the anchoring of heterochromatin to the nuclear periphery in both embryo and larval stages [33,35]. Loss of H3K9me2 specifically has been shown to result in delayed loss of developmental plasticity [36]. Deposition of the H3K9me2 modification in embryos is regulated by the SET domain-containing histone methyltransferase MET-2 [37,38].

Since *xol-1* is a zygotically transcribed gene that needs to be transcriptionally repressed for the proper development of a hermaphrodite embryo, it has been assumed to be a male-specific gene. It was shown that in early hermaphrodite embryos, *xol-1* is briefly transcribed at low levels [9] but it was assumed to be unlikely to be able to activate its downstream transcriptional program [9,39]. In this paper we confirm that *xol-1* is transcribed in hermaphrodite early embryos at low levels, but contrary to previous assumptions we also show that the loss of *xol-1* results in significant changes in the transcriptional profile of these early embryos. We also show that *xol-1* mutant embryos show accelerated hermaphrodite embryonic development as well as precocious establishment of dosage compensation and sex determination pathways. Finally, we show that several of these phenotypes are partially mediated through transcriptional regulation of the H3K9 histone methyltransferase MET-2.

## Results

### *xol-1* mutant hermaphrodites have accelerated embryonic development

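Poly-A RNA from early embryos of the N2 wild type (WT) and of a strain with the null allele *xol-1 (ne4472)* was sequenced in 3 libraries per genotype. The authors trimmed the reads, quantified them with Salmon against WBcel235, and deposited the levels in FPKM for 21975 genes. This table was normalized apart from those of the other experiments, so levels were compared only among its 6 libraries. Read totals are not part of the table, and no counting interval was computed. The lowest values fall on regular steps, from which the depth of each library was read relative to WT replicate 1, set to 1. The relative depth was 0.820 for WT replicate 2 and 0.919 for WT replicate 3, and 0.632, 0.695 and 0.751 for *xol-1* replicates 1, 2 and 3. Before the log2 was taken, 0.1 FPKM was added to each value, and the 14817 genes with at least 0.5 FPKM in at least 3 libraries were tested with limma with a variance trend. The test was two-sided, with Benjamini-Hochberg adjustment over these genes. A gene was counted as higher or lower in the mutant at an adjusted p under 0.05 and a log2 fold change beyond 1.5 in that direction, the thresholds of the study.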

To characterize the transcriptional changes in *xol-1* null mutants, we sequenced mRNA from synchronized *xol-1* hermaphrodite early embryos. We used the null mutant *xol-1 (ne4472)* that has previously been mapped and validated [40], and we observed an unexpectedly large number of transcriptional changes in the *xol-1* mutant compared to WT in early embryos (Fig 1A). 

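In the early embryos, 466 genes were higher and 1354 genes were lower in *xol-1* than in WT, so 74.4% of the differentially expressed genes were lower. An adjusted p under 0.05 alone was reached by 6860 genes (46.3% of those tested). The values of the 3 *xol-1* libraries and the 3 WT libraries did not overlap for 58.8% of the genes tested, where chance gives 10%. Of the 1820 differentially expressed genes, 1104 (60.7%) had a mean under 5 FPKM, a share of 35.3% among the genes tested. The authors' deposited table of this comparison holds 533 genes higher and 1672 genes lower at the same thresholds, and 439 and 1261 of the genes counted here are among them. Among the alternatives, a minimum of 5 FPKM in at least 3 libraries moved the number of lower genes most, to 540, with 294 higher. Quantile normalization gave 680 higher and 967 lower, a lower share of 58.7%. The number of lower genes was 872 without WT replicate 1, 839 without WT replicate 2 and 799 without WT replicate 3. Part of this fall comes from the filter. A gene at 0.5 FPKM or more in WT only, such as *ZC15.3*, cannot pass it with a WT library left out. Without *xol-1* replicate 1, 2 or 3 the lower genes were 1301, 1372 and 1329. The largest rises with at least 5 FPKM in the higher group were in *ttr-6*, *fat-7*, *Y73B3A.1*, *T08D2.6* and *Y73B3A.4*. *ttr-6* (WBGene00020886, WBcel235 chromosome X, 6596425 to 6597121) rose from 0.435 ± 0.141 (SD, n = 3) to 271 ± 58.3 FPKM (SD, n = 3), a log2 fold change of 9.00 (SE 0.245, adjusted p = 3.0e-06). *fat-7* (WBGene00001399, chromosome V, 7151353 to 7153146) rose from 6.05 ± 2.56 to 1903 ± 16.4 FPKM (SD, n = 3 each), a log2 fold change of 8.36 (SE 0.260, adjusted p = 3.6e-06). *Y73B3A.1*, *T08D2.6* and *Y73B3A.4* rose by 8.01, 7.04 and 6.83 on the log2 scale. They lie in a stretch at the left end of chromosome X. Most genes there were near 0 FPKM in the WT embryos of this experiment only. The WT means of *T08D2.6* and *Y73B3A.4* were 0.0156 and 0.00329 FPKM, so the size of their folds depends on the 0.1 FPKM added. Over the alternatives these folds went down to 3.97 and 3.66, and the authors' deposited table gives 9.94 and 11.7. The largest falls were in *ZC15.3*, *F07B7.1*, *nspa-7*, *F15D4.5* and *srx-102*. *ZC15.3* (WBGene00013832, chromosome V, 20303588 to 20304908) fell from 86.4 ± 3.60 to 0.302 ± 0.128 FPKM (SD, n = 3 each), a log2 fold change of -7.80 (SE 0.236, adjusted p = 3.6e-06). *F07B7.1* and *F15D4.5* had log2 fold changes of -6.86 and -6.31. *nspa-7* and *srx-102* averaged 10.0 ± 4.42 and 7.06 ± 0.302 FPKM (SD, n = 3 each) in WT and were listed at 0 in all 3 *xol-1* libraries, so no fold is given. In the authors' deposited table, the adjusted p of *nspa-7* is 0.0884.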

The WT used in this study was the N2 Bristol strain [41]. We also performed RNA-seq on synchronized *xol-1* L1 larvae and observed that most of these transcriptional changes seen in early embryos are resolved at the L1 stage (Fig 1B). This high level of disruption of the regular transcriptional program in *xol-1* mutant embryos suggests that *xol-1* is expressed and is active in these early embryo stages. 

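The labels of the L1 samples give 4 libraries of WT and 3 of *xol-1*, where the methods state 4 replicates. Labels and methods both give 3 hours of feeding after hatching in M9 buffer, on NA22 bacteria by the labels and on OP50 by the methods. The authors deposited the larval levels in FPKM in a table of their own, and 14626 genes passed the same filter and entered the same test. Relative to WT replicate 1, the other WT libraries had a depth of 0.816 to 0.865 and the *xol-1* libraries 0.606 to 0.737. In L1 larvae, 34 genes were higher and 42 lower in *xol-1* than in WT, and 2586 genes (17.7%) had an adjusted p under 0.05. The authors' deposited table of the larval comparison holds 53 genes higher and 61 lower, and 23 and 30 of the genes counted here are among them. A log2 fold change threshold of 1 moved these counts by the most genes, to 102 higher and 138 lower. The number of higher genes was 14 without *xol-1* replicate 1, 18 without *xol-1* replicate 2 and 22 without *xol-1* replicate 3. A gene that reaches the filter level in *xol-1* only cannot pass it with a *xol-1* library left out, which may lower these counts. Of the genes higher in early embryos, 403 were tested in L1 and 3 were higher there too, with a median larval log2 fold change of 0.07. Of the genes lower in early embryos, 507 were tested in L1 and 9 were lower there too, with a median of -0.20. The difference between the stages was tested as an interaction in limma, each change taken within its own table. Of the 910 differentially expressed genes of the early embryo that were tested in both tables, 681 had an adjusted p under 0.05 for this difference. *pcp-3* (WBGene00003958, chromosome IV, 9155148 to 9159019) had the largest larval fall, from 154.7 ± 3.96 (SD, n = 4) to 1.39 ± 0.198 FPKM (SD, n = 3), a log2 fold change of -6.70 (SE 0.0895, adjusted p = 1.9e-08). *T28D6.3*, *nspc-12*, *nspc-15* and the gene WBGene00018449 followed, with log2 fold changes of -3.58, -2.44, -2.33 and -2.08. The largest rise was in *agxt-1* (WBGene00011767, chromosome II, 8845598 to 8848905), from 0.604 ± 0.403 (SD, n = 4) to 6.09 ± 1.55 FPKM (SD, n = 3), a log2 fold change of 3.54 (SE 0.785, adjusted p = 0.0184). Its adjusted p was 0.0695 without *xol-1* replicate 1 and 0.0547 without *xol-1* replicate 2. *ins-21*, *D1007.19*, *ssu-1* and *ugt-63* rose by 2.25, 2.22, 2.09 and 2.05 on the log2 scale. The adjusted p of *ins-21* was 0.0621 without *xol-1* replicate 1 and 0.0822 without *xol-1* replicate 2, and 0.0528 without the variance trend. In the authors' deposited table, the adjusted p of *ins-21* is 0.0690. That of *T28D6.3* was between 0.0504 and 0.0638 without any 1 of the 4 WT libraries, 0.0577 without *xol-1* replicate 1, and 0.0657 without the variance trend.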

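*xol-1* itself (WBGene00006962, chromosome X, 8041313 to 8044409) was at 2.01 ± 0.245 FPKM (SD, n = 3) in WT early embryos, with every library between 1.78 and 2.27. In *xol-1* early embryos it averaged 0.737 ± 0.671 FPKM (SD, n = 3), with 0.902 and 1.31 FPKM in replicates 1 and 2, and replicate 3 listed at 0. The log2 fold change was -2.01 (SE 0.910, adjusted p = 0.108). Without *xol-1* replicate 3 it was -0.82, with an adjusted p of 0.0476, and without *xol-1* replicate 2 it was -2.73, with an adjusted p of 0.0467. With 1 FPKM added before the log2 it was -0.88, with an adjusted p of 0.0387. The mean larval level was 0.0325 ± 0.0508 FPKM (SD, n = 4) in WT and 0.0794 ± 0.138 FPKM (SD, n = 3) in *xol-1*, under the filter, so *xol-1* was not tested in L1. From the number of changes in the early embryo, the paper proposes that *xol-1* is expressed and active at these stages.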

We confirmed this by analyzing datasets from Boeck et. al. (2016), where the authors generated a time-resolved transcriptome of *C*. *elegans* embryogenesis [42]. In this dataset, *xol-1* was detectable at the 4-cell stage, which was the earliest available time-point (Fig 1C). *xol-1* transcripts continued to accumulate in the embryos until 122min post fertilization (Fig 1C), which corresponds to early gastrulation. After this peak in expression, *xol-1* transcripts continue to decline but are still detectable in the late stages of embryogenesis when embryos obtain their 3-fold morphology at about 550 mins after fertilization (Fig 1C).

**Fig 1:**
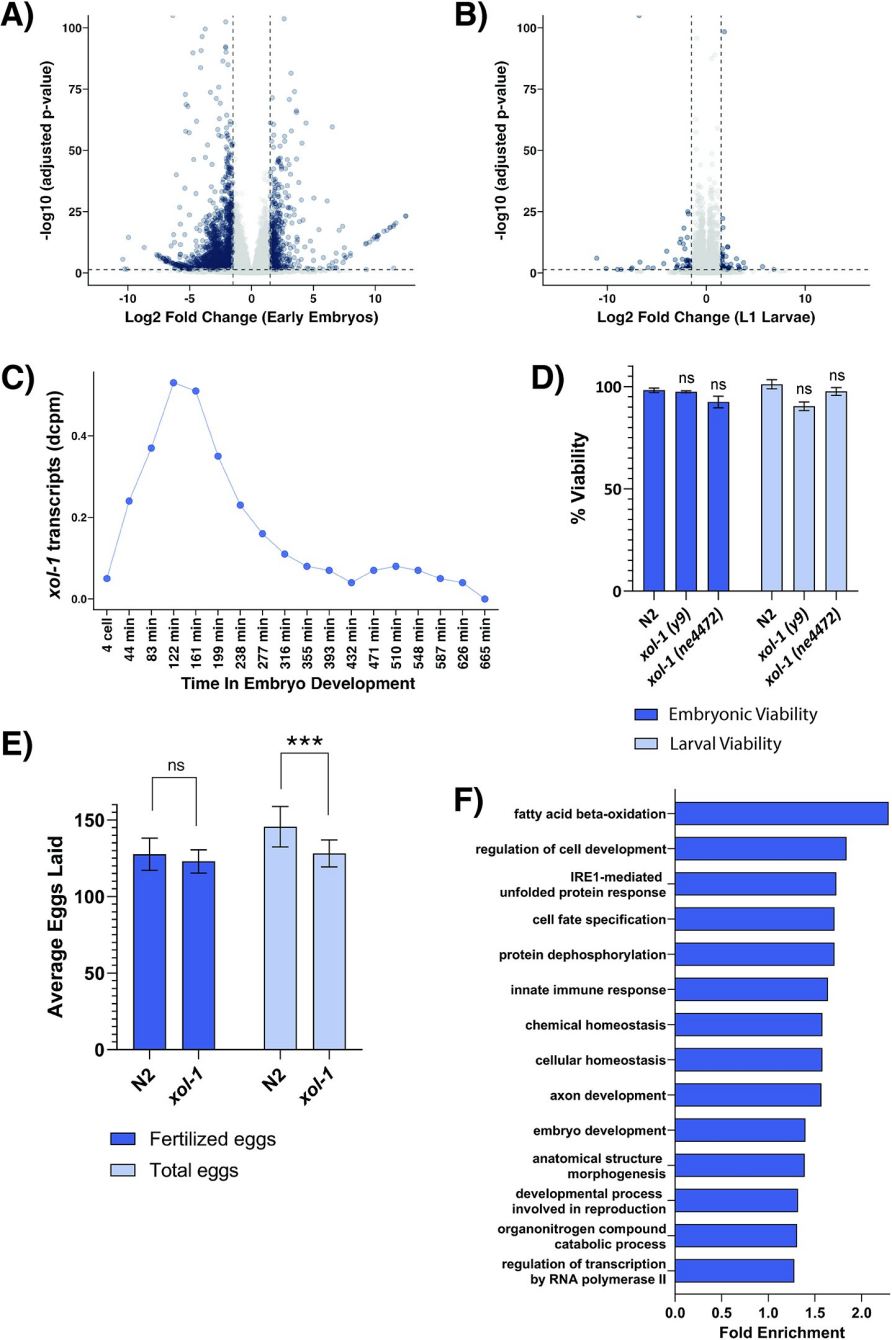
Transcriptional changes and altered phenotypes associated with *xol-1* mutant early embryos. (A) Volcano plot with genes differentially expressed in *xol-1* vs WT early embryo samples, absolute log2 fold change > 1.5 and adjusted p-value < 0.05. (B) Volcano plot with genes differentially expressed in *xol-1* vs WT L1 larvae, absolute log2 fold change > 1.5, adjusted p-value < 0.05. (C) Normalized transcript counts (depth of coverage per base per million reads (dcpm)) of *xol-1* gene during *C*. *elegans* embryogenesis. Dataset obtained from Boeck et. al. (2016) [42]. (D) Embryonic and larval viability scored in *xol-1* and WT. None of the differences are statistically significant. P-values obtained from chi-square test with null hypothesis assumption of no significant difference between populations. Error bars indicate SEM. N > 8. (E) Fertilized eggs laid and total eggs laid (fertilized and unfertilized) by *xol-1* and WT. Total eggs laid for *xol-1* vs WT, p-value = 9.9x10^-5^. P-values obtained from chi-square test with null hypothesis assumption of no significant difference between populations. Error bars indicate SEM. n>12. (D-E) Comparisons that are not statistically significant are indicated by n.s, asterisks indicate level of statistical significance (⁎ *p*<0.05; ⁎⁎ *p*<0.005; ⁎⁎⁎ *p*<0.001). (F) Gene ontology analysis on *xol-1* vs WT early embryo RNA-seq.

Genes that are known to disrupt embryonic developmental pathways generally tend to cause embryonic or larval lethality. In order to determine if disrupting *xol-1* in hermaphrodites results in any phenotypes, we performed embryonic and larval viability assays. Embryonic viability is a measure of the fraction of embryos that hatch into L1 larvae. Larval viability is a measure of the fraction of larvae that are able to develop into gravid adult worms. By both these measures, *xol-1* hermaphrodites were not significantly different from WT (Fig 1D), consistent with previous studies [10,40]. This is in contrast to male *xol-1* embryos, that have complete embryonic lethality [10]. The *xol-1* adult hermaphrodites also look, at least superficially, similar to healthy WT adults.

Since *xol-1* is important for turning on the male sex determination pathways, we hypothesized that it may be required in hermaphrodite embryonic development to potentiate the molecular pathways that lead to the development of the sperm producing structures in adult worms. To test this, we measured brood counts from *xol-1* mutant embryos and WT. In *C*. *elegans*, contractions in the oviducts force oocytes to pass through the spermatheca, where they get fertilized [43]. They emerge from the spermatheca as newly fertilized eggs that form a hard and impenetrable eggshell. After the spermatheca is emptied of sperm, oocytes continue to pass through without being fertilized and these oocytes do not form an eggshell. To quantify this process, we counted the number of fertilized and unfertilized eggs laid by worms from each genotype. The number of fertilized eggs were not significantly different between *xol-1* and WT, indicating that these worms did not have a defect in sperm production (Fig 1E). However, there was a small, but statistically significant difference in the total number of eggs laid, indicating a potential defect in oocyte production (Fig 1E).

Since the *xol-1* mutation in hermaphrodites did not seem to produce any obvious phenotypes, we performed gene ontology analysis on the *xol-1* early embryo RNA-seq dataset to determine what pathways are being affected in these mutants. 

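Lists of genes were drawn up from general knowledge, and the gene ontology analysis of the study was not repeated. Of 37 transcription factors and signalling genes that specify embryonic cell fates, 32 were tested in the early embryos. Their median log2 fold change was -0.79, against 0.03 for the other genes, and 26 of the 32 were lower in *xol-1*. The set test camera, with a preset correlation of 0.01 between genes, gave p = 3.9e-06, or 7.2e-06 after Benjamini-Hochberg adjustment over 11 lists. Among the alternatives, quantile normalization moved this median most, to -0.66. Adjusted over all genes tested, 22 of the 32 had a p under 0.05, and 23 when adjusted over the list alone. All 7 that also passed the fold change threshold were lower. *hlh-14* fell from 48.3 ± 6.54 to 12.0 ± 2.07 FPKM (SD, n = 3 each), a log2 fold change of -2.01 (SE 0.160, adjusted p = 1.2e-04). *pal-1* had the highest fold change on the list, 2.79, with an SE of 2.53 and an adjusted p of 0.397. Of 18 enzymes of fatty acid beta-oxidation, 16 were tested, with a median log2 fold change of 0.87, and 14 were higher in *xol-1* (camera p = 5.0e-07, adjusted p = 1.1e-06, 1 of 10 splits in an exact permutation of the libraries). Over all genes tested, 15 of the 16 had an adjusted p under 0.05, and also 15 adjusted over the list alone. *daf-22* rose from 78.7 ± 9.06 to 269.4 ± 3.46 FPKM (SD, n = 3 each), a log2 fold change of 1.78 (SE 0.0902, adjusted p = 2.3e-05). *acdh-8* went the other way, from 3.12 ± 1.37 to 0.336 ± 0.248 FPKM (SD, n = 3 each), a log2 fold change of -3.01 (SE 0.609, adjusted p = 0.00601). The rotation test fry, which estimates the correlation between genes, gave p = 3.2e-04 for the cell fate list and 1.2e-04 for the beta-oxidation list. Of the 11 lists, 7 had an adjusted camera p under 0.05 in early embryos, and each of these also had a fry p under 0.05.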

Surprisingly, we found a recurrence of terms that were related to cell fate specification and cellular differentiation (Fig 1F). To determine the embryo stages represented in each sample, we DAPI-stained and imaged a subset of the population of synchronized *xol-1* and WT embryos. The worms were synchronized through repeated rounds of bleaching, and both samples were given the same amount of time to develop into young adults before they were bleached again to obtain early embryos. Both WT and *xol-1* embryos were maintained at the standard 20°C temperature. The histogram depicting the distribution of embryo stages in WT and *xol-1* (Fig 2A) shows that *xol-1* embryos are further along in embryonic development as measured by the number of cells in each embryo. Both *xol-1* and WT embryos have a peak abundance in 50–100 cell embryos, but *xol-1* mutants have a significantly higher proportion of late-stage embryos in the 100–200 cell and 200–300 cell categories. This leads us to two possibilities that could explain the difference in embryonic development: *xol-1* embryos could have an accelerated rate of cell division, or *xol-1* hermaphrodites could be laying embryos at a slower rate, which would result in the embryos present inside the worms to be more developed. Since we obtained our embryos by bleaching young adults, it is possible that the *xol-1* embryos released from the adults had had a longer time to develop.

**Fig 2:**
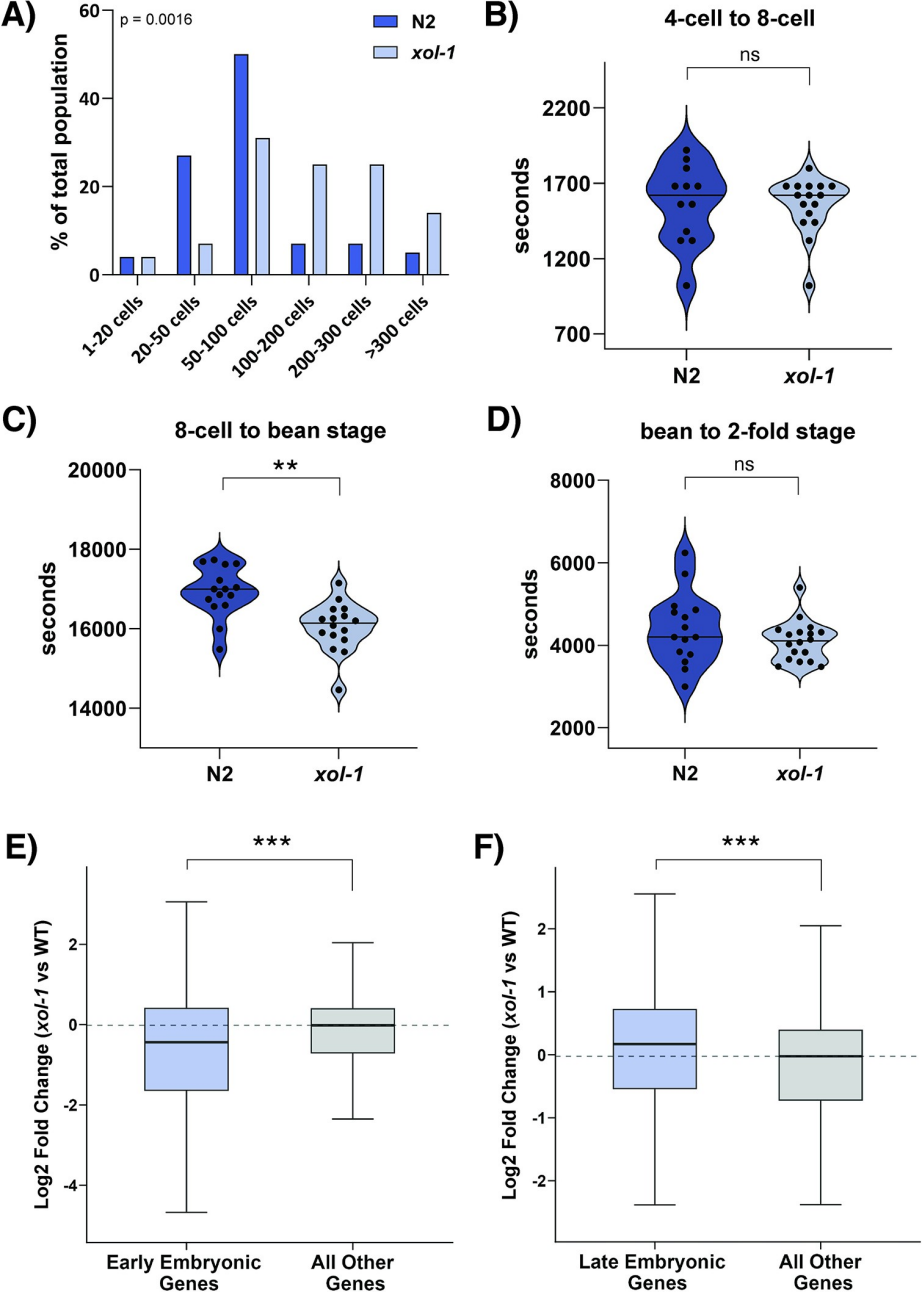
*xol-1* embryos have an accelerated developmental timeline. (A) Histogram depicting the distribution of embryos in *xol-1* and WT populations (n = 100). Embryos were binned into categories indicated on the x-axis based on number of nuclei visible by DAPI staining. Statistical test used was the chi-square test, p<0.05 (B-D) Time taken for *xol-1* and WT embryos to develop from (B) 4-cell embryo to 8-cell embryo (embryos scored: WT = 12, *xol-1* = 16) (C) 8-cell embryo to bean stage embryo (embryos scored: WT = 15, *xol-1* = 16) (p-value = 0.0004) and (D) bean stage embryo to 2-fold embryo. (embryos scored: WT = 15, *xol-1* = 18) P-values calculated using Welch’s t-test with two-tailed distribution and unequal variance. (E) Boxplot depicting the median log2 fold change in *xol-1* vs WT for genes enriched in early embryos (left) and the rest of the dataset (right). p-value = 1.5 x 10^−6^, wilcoxon rank-sum test. (F) Boxplot depicting the median log2 fold change in *xol-1* vs WT for gene enriched in late embryos (left) and the rest of the dataset (right). p-value = 3.6 x 10^−8^, wilcoxon rank-sum test. Early and late embryo datasets obtained from Spencer et. al. (2011) [44]. Asterisks indicate level of statistical significance (⁎ *p*<0.05; ⁎⁎ *p*<0.005; ⁎⁎⁎ *p*<0.001, n.s not significant).

In order to distinguish between these alternative hypotheses, we performed time-lapse experiments to directly observe embryonic development in real-time. There was no significant difference observed in the time taken to go from a 4-cell embryo to an 8-cell embryo (Fig 2B). However, there was a significant acceleration in the time taken in *xol-1* mutants to go from an 8-cell embryo to bean stage embryo (Fig 2C). In WT embryos, it takes roughly 4h 43m to reach bean stage from an 8-cell embryo, whereas in *xol-1* mutants the average time for this transition was 4h 29m. This difference is statistically significant at p-value < 0.05 using Welch’s t-test. Later stages of embryonic development seem to be unaffected as the time taken to go from bean stage to 2-fold stage remained similar between the two genotypes (Fig 2D). This correlates well with the timeline of *xol-1* expression during embryogenesis (Fig 1C), where we see peak expression during early gastrulation and continued relatively high expression throughout gastrulation, corresponding to the 8-cell to bean stage. These results show that *xol-1* embryos follow an accelerated timeline of cell division.

To determine if this acceleration of embryonic development was restricted to higher rate of cell divisions without affecting gene expression programs that govern embryonic developmental pathways, or if the acceleration was more global, we analyzed whether the transcriptional state of our time-synchronized *xol-1* early embryo population resembled the transcription program from later-stage embryos. We used datasets from Spencer et. al. (2011), which quantified transcripts that were enriched at either early or late embryonic stages in WT [44]. 

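The lists used for Fig 2E and 2F are not used here, and lists of stage markers from general knowledge were tested in their place. All 24 genes of a list of maternal transcripts that are cleared during early embryogenesis were tested. In *xol-1* early embryos the median log2 fold change was 0.61, and 23 of the 24 were higher (camera p = 3.2e-08, adjusted p = 8.8e-08 over 11 lists, exact permutation with 1 of 10 splits as large). Each of the 24 had an adjusted p under 0.05, over all genes tested and also adjusted over the list alone, and none passed the fold change threshold. The authors' deposited table gives the same counts for this list, and an unadjusted p under 0.05 in limma was also reached by all 24. *nos-2* rose from 141.0 ± 7.79 to 258 ± 16.6 FPKM (SD, n = 3 each), a log2 fold change of 0.87 (SE 0.0770, adjusted p = 1.7e-04). *mex-3* was the gene that fell, from 17.8 ± 0.598 to 12.5 ± 1.70 FPKM (SD, n = 3 each), a log2 fold change of -0.51 (SE 0.125, adjusted p = 0.0130). Of 19 genes transcribed in the first zygotic cell cycles, some of which are also on the cell fate list, 17 were tested and all 17 were lower. The median was -1.39 (camera p = 2.8e-08, adjusted p = 8.8e-08, exact permutation with 1 of 10 splits as large), and 16 had an adjusted p under 0.05 over all genes tested, with 16 also adjusted over the list alone. Both thresholds were passed by 8 of them. *sdz-28* fell from 70.5 ± 7.18 to 18.5 ± 2.01 FPKM (SD, n = 3 each), a log2 fold change of -1.93 (SE 0.116, adjusted p = 4.2e-05). With 1 FPKM added before the log2, the median of the zygotic list moved most, to -1.003, and with quantile normalization that of the maternal list moved most, to 0.50.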

Genes enriched in early embryos were significantly downregulated in the *xol-1* embryo population (Fig 2E). Conversely, we also found that genes enriched in late-stage embryos were significantly upregulated in the *xol-1* mutant embryos (Fig 2F). 

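A list of 24 genes of differentiated muscle, epidermis and neurons was tested in place of the late-stage genes of the study. The 20 of them that passed the filter had a median log2 fold change of -0.27 and a mean of -0.22, with 9 higher and 11 lower in *xol-1* (camera p = 0.302, adjusted p = 0.332, fry p = 0.152, exact permutation with 3 of 10 splits as large). The median of this list ranged from -0.53 to -0.02 over the alternatives and from -0.42 to -0.14 with libraries left out in turn. An adjusted p under 0.05 was reached by 15 genes over all genes tested, 5 of them higher and 10 lower. Adjusted over the list alone it was reached by 16. A stage index was computed for each library as the median log2 level of this list minus that of the maternal list. It was -1.85 ± 0.242 (SD, n = 3) in WT and -2.65 ± 0.381 (SD, n = 3) in *xol-1*, a difference of -0.80. All 3 *xol-1* libraries lay under all 3 WT libraries (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The stricter filter moved this difference most, to -1.43. The maternal list was also higher in *xol-1* L1 larvae, with a median of 0.59. A list of transcripts of the adult intestine and cuticle was higher in the *xol-1* early embryos, with a median of 1.26. The stage index therefore cannot be read as embryo age alone. From the lists of the study, together with cell counts and morphogenesis, the paper proposes that a time-synchronized *xol-1* embryo population is ahead of WT in development.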

Genes enriched in L1 larvae populations were neither upregulated nor downregulated in *xol-1* embryos (S1A Fig). Together, these data suggest that a time-synchronized *xol-1* embryo population is developmentally accelerated compared to WT not only in terms of cell number and initiation of embryo morphogenesis, but also in the activation of late-stage embryonic transcriptional programs.

### Loss of *xol-1* leads to precocious loading of the dosage compensation complex

Since XOL-1 is known to have an essential role in the embryonic development of male *C*. *elegans* embryos [9,10], we looked at the known pathways in males that are regulated by XOL-1 to better understand its potential roles in hermaphrodite embryonic development. In males, XOL-1 represses the activity of the SDC proteins [9,10]. The SDC proteins independently regulate the pathways of sex determination and dosage compensation in hermaphrodites [17,45,46]. In male embryos where *xol-1* is highly expressed, male sex determination pathways are turned on and hermaphrodite sex determination and dosage compensation of the X chromosome are turned off [9,10] (Fig 3A). Based on this known mechanism of action, we hypothesized that in *xol-1* hermaphrodite embryos, XOL-1 may be repressing dosage compensation pathways during the early stages of embryogenesis, thereby regulating the appropriate timing of the onset of dosage compensation in hermaphrodites.

**Fig 3:**
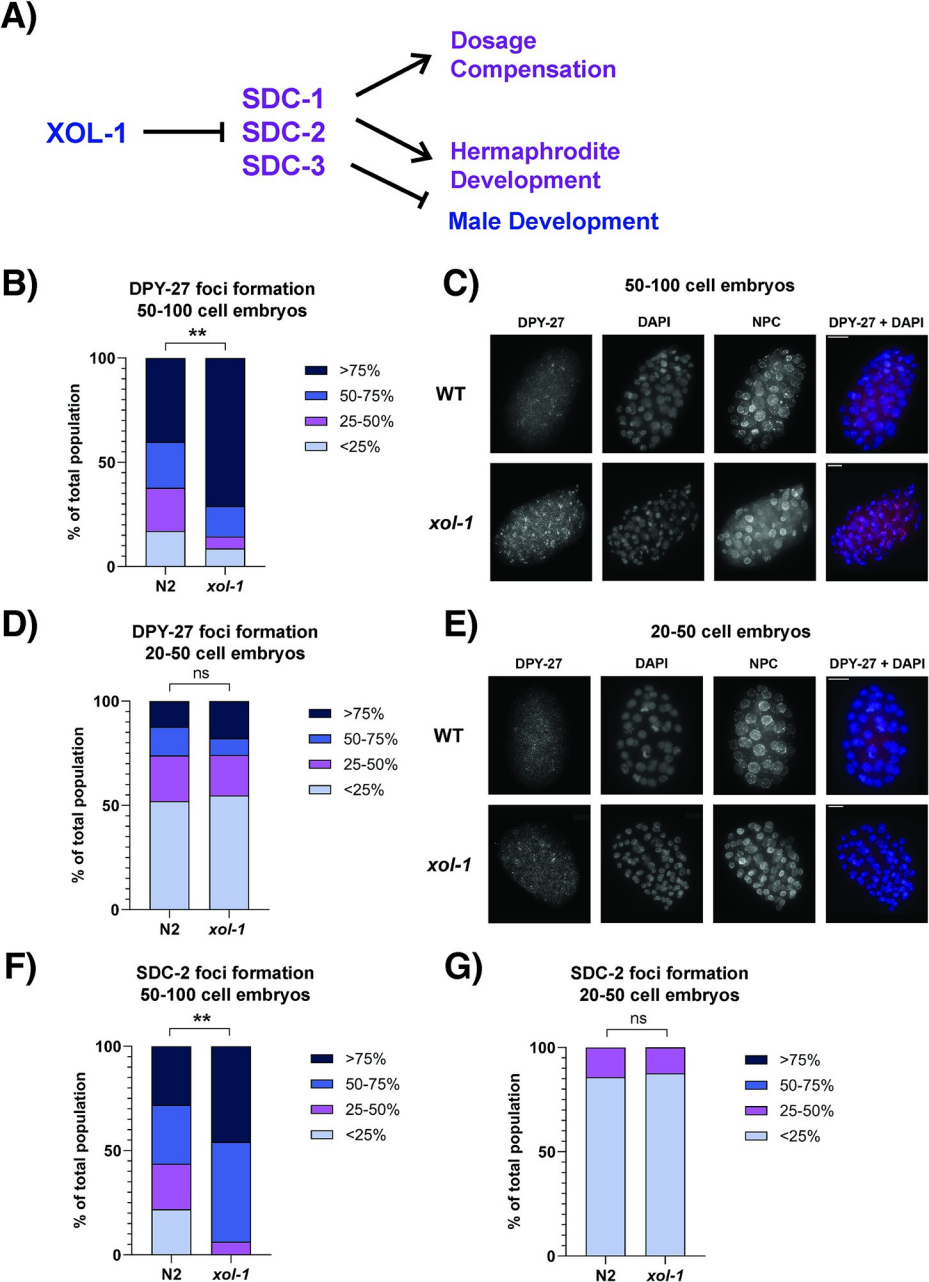
Stage-matched *xol-1* embryos have precocious loading of the dosage compensation complex. (A) Schematic depicting the known roles of *xol-1* in embryonic development. (B) Quantification of DPY-27 loading assay in 50–100 cell embryos. Embryos were scored and segregated into 4 categories based on the fraction of nuclei that had visible loading of DPY-27 on the X chromosomes in *xol-1* and WT. The categories were <25%, 25–50%, 50–75% and >75%. p = 0.0013. P-values obtained from chi-square test with null hypothesis assumption of no significant difference between populations. Staining against the nuclear pore complex (NPC) was used as an internal control. Embryos scored: N2 = 82, *xol-1* = 69. (C) Representative images for experiment quantified in (B). (D) Quantification of DPY-27 loading assay in 20–50 cell embryos. Embryos scored: N2 = 73, *xol-1* = 62 (E) Representative images for experiment quantified in (D). (F-G) Quantification of SDC-2 loading assay using *TY1*::*CeGFP*::*FLAG*::*sdc-2* and *TY1*::*CeGFP*::*FLAG*::*sdc-2; xol-1* embryos in (F) 50–100 cell embryos (p = 0.002). Embryos scored: N2 = 32, *xol-1* = 48 (G) 20–50 cell embryos. Embryos scored: N2 = 14, *xol-1* = 16. Embryos scored with criteria similar to DPY-27 loading assay. Staining against the nuclear pore complex (NPC) was used as an internal control. Asterisks indicate level of statistical significance (⁎ *p*<0.05; ⁎⁎ *p*<0.005; ⁎⁎⁎ *p*<0.001, n.s not significant).

To test this hypothesis, we performed immunofluorescence (IF) experiments in stage-matched *xol-1* mutant and WT embryos with antibodies against components of the dosage compensation complex (DCC) to determine when these components begin loading onto the X chromosomes during embryogenesis (Fig 3). The DCC consists of a 5 subunit condensin I^DC^ complex and 5 additional proteins [17,22,23,45–50]. In Fig 3B–3E, we stained stage-matched 50–100 cell *xol-1* and WT embryos with antibodies against DPY-27, a core component of condensin I^DC^. We also used a co-stain against the nuclear pore complex (NPC) as an internal control to confirm proper staining of embryos. We scored the embryos and binned them into 4 categories based on the percentage of cells inside an embryo that had visible localization of DPY-27 onto the X chromosomes. In WT embryos, DPY-27 begins loading onto the X chromosomes starting at the onset of gastrulation, when the embryo has about 26 cells [32,33,49]. At the 50–100 cell stages, DPY-27 localization on the X chromosomes in WT embryos remains stochastic (Fig 3B–3C, [32,33]). ~40% of embryos have DPY-27 localized to the X on >75% of nuclei in WT, and ~17% of WT embryos have DPY-27 localized to the X on <25% of nuclei (Fig 3B). Compared to this distribution, *xol-1* mutant embryos have a significantly higher proportion of embryos that have DPY-27 localized to the X. ~71% of *xol-1* embryos have DPY-27 localized to the X on >75% of nuclei, and only ~9% of *xol-1* embryos have DPY-27 localized to the X on <25% of nuclei (Fig 3B). At the earlier 20–50 cell stages, we do not see this precocious loading of DPY-27 in *xol-1* mutants (Fig 3D–3E).

We confirmed this early loading of the DCC by repeating the same experiment with SDC-2, another component of the DCC (Figs 3F–3G, S2A). SDC-2 is one of the additional proteins associated with the condensin I^DC^ complex, and is required for the X-specific localization of all the other subunits of the DCC [51]. In 50–100 cell embryos, *xol-1* mutants have the same pattern of early loading of SDC-2 on the X chromosomes compared to WT (Fig 3F–3G). In *xol-1* embryos, ~46% of embryos have SDC-2 loading on the X in >75% of nuclei (Fig 3F). In contrast, only ~28% of WT embryos have SDC-2 loading in >75% of nuclei (Fig 3F). Similar to the DPY-27 loading experiment, we did not see a significant change in SDC-2 loading in 20–50 cell embryos (Fig 3G). The antibody concentrations in Fig 3B–3G were titrated to obtain the best dynamic range of foci staining between genotypes in the same experiment, and therefore they can be used to compare relative timing of foci formation between genotypes but is not a measure of absolute timing of loading for these DCC components. These experiments show that the loss of *xol-1* leads to the precocious loading of DCC components onto the X chromosome during hermaphrodite embryogenesis. This strengthens the hypothesis that *xol-1*, in addition to its role in turning off dosage compensation in male embryos, is also required in hermaphrodite embryos for regulating the timing of the initiation of dosage compensation.

### Loss of *xol-1* leads to changes in expression of sex determination pathways

Similar to the effect of *xol-1* on the dosage compensation pathway during embryogenesis, we hypothesized that the loss of *xol-1* would also affect sex determination pathways in the developing embryos. Since XOL-1 is responsible for repressing the hermaphrodite sex determination pathway in XO animals, we hypothesized that the *xol-1* mutant embryos would have upregulation of genes that are involved in hermaphrodite sex determination in XX early embryos as well. Conversely, since XOL-1 is responsible for activating the male sex determination pathways, we hypothesized that the loss of *xol-1* would result in the downregulation of genes involved in embryonic male sex determination.

To explore the differences in transcription between early male and hermaphrodite embryos, we generated male-enriched early embryo datasets using *him-8* mutants. The *him-8* gene is essential for the proper segregation of X chromosomes during meiosis [52,53]. In WT *C*. *elegans*, males occur at a very low frequency (~0.2%) [54]. Loss of *him-8* results in the overproduction of males due to the mis-segregation of the X chromosome, with an average of ~40% of the progeny being male worms [52]. This allowed us to generate samples with mixed-sex male and hermaphrodite embryos. The frequency of males in the population we collected for sequencing was ~45%. We performed successive rounds of synchronization using bleaching to obtain WT and *him-8* early embryo populations. We then sequenced mRNA from these samples, and used the differentially expressed genes to define gene sets that are enriched in the mixed-sex *him-8* embryos or the WT hermaphrodite embryos (Fig 4A). 

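The *him-8* strain, TY4403 with the allele e1489, produces males, and its early embryos and those of WT were sequenced in 3 libraries each. The WT libraries differ from those of the *xol-1* experiment. The authors deposited this experiment in its own table of FPKM, in which 14589 genes passed the filter of 0.5 FPKM. Relative to WT replicate 1, the depth was 0.933 and 1.02 for the other WT libraries and 0.908, 0.793 and 0.927 for the *him-8* libraries. In *him-8* early embryos, 212 genes were higher and 68 lower than in WT, and 2018 genes (13.8%) had an adjusted p under 0.05. The groups of 3 libraries did not overlap for 43.8% of the genes tested, where chance gives 10%. The authors' deposited table of this comparison holds 290 genes higher and 309 lower, and 203 and 63 of the genes counted here are among them. A fold change threshold of 1 gave 369 higher genes. Array weights, by which limma gives a noisier library less weight, gave 370 lower genes. These counts were the furthest with all 6 libraries kept. With array weights 10641 genes had an adjusted p under 0.05. Without WT replicate 3 the counts were 294 higher and 412 lower, while without WT replicate 1 or WT replicate 2 the lower genes were 23 and 5. Without *him-8* replicate 1, 2 or 3 the higher genes were 92, 91 and 95 and the lower genes 19, 16 and 28. Part of the fall in higher genes comes from the filter. A gene at 0.5 FPKM or more in *him-8* only, such as *F56A4.3*, cannot pass it with a *him-8* library left out. *her-1* (WBGene00001842, chromosome V, 9697015 to 9702035), a gene that directs male development, rose from 2.59 ± 1.13 to 106.3 ± 9.64 FPKM (SD, n = 3 each), a log2 fold change of 5.39 (SE 0.304, adjusted p = 4.0e-04). *xol-1* was at 0.991 ± 0.629 FPKM in WT and 2.57 ± 0.716 FPKM in *him-8* (SD, n = 3 each), a log2 fold change of 1.43 (SE 0.484, adjusted p = 0.0853). Without WT replicate 3 the rise of *xol-1* was 1.86, with an adjusted p of 0.00775, and with array weights it was 2.36, with an adjusted p of 6.2e-05. In the authors' deposited table, the adjusted p of *xol-1* in this comparison is 0.0391. *him-8* (WBGene00001867, chromosome IV, 10561905 to 10563974) was at 17.1 ± 6.88 and 19.3 ± 1.64 FPKM (SD, n = 3 each), a log2 fold change of 0.24 (adjusted p = 0.529), or 0.55 without WT replicate 3 (adjusted p = 0.00724) and 0.52 with array weights (adjusted p = 7.7e-04). The largest rises were in *F56A4.3*, *zmp-3*, *Y62H9A.9*, *ceeh-1* and *clec-209*. *Y62H9A.9* (WBGene00013397, chromosome X, 11895585 to 11898140) rose from 0.374 ± 0.0939 to 29.1 ± 0.862 FPKM (SD, n = 3 each), a log2 fold change of 5.96 (SE 0.185, adjusted p = 6.8e-05). *F56A4.3* and *ceeh-1* averaged 10.9 ± 0.680 and 6.96 ± 4.02 FPKM (SD, n = 3 each) in *him-8* and were listed at 0 in WT, so no fold is given, and *zmp-3* and *clec-209* rose by 6.23 and 5.72 on the log2 scale. The largest falls were in *srw-85*, *mdt-18*, *T04A6.2*, *cpr-5* and *abu-1*, with log2 fold changes of -5.07, -2.51, -2.39, -2.24 and -2.22. The adjusted p of *T04A6.2*, *cpr-5* and *abu-1* was 0.0397, 0.0306 and 0.0192, and rose to 0.146, 0.114 and 0.0930 without WT replicate 2. Without *him-8* replicate 1, 2 or 3 it was 0.136, 0.159 and 0.123 for *T04A6.2*. It was 0.118, 0.136 and 0.0888 for *cpr-5*, and 0.101, 0.112 and 0.0600 for *abu-1*. Without WT replicate 1 it was 0.0802 for *T04A6.2* and 0.0524 for *cpr-5*. That of *T04A6.2* was also 0.0503 with 1 FPKM added and 0.0520 without the filter. With libraries left out the lowest values of the 3 genes were 2.8e-04, 0.00224 and 0.00105. The median log2 fold change of 2211 genes on X minus that of 12366 autosomal genes was -0.24 (camera p = 4.0e-04, fry p = 0.0800, exact permutation with 1 of 10 splits as large). Taken per library, the difference between *him-8* and WT in this measure was also -0.24 (exact two-sided permutation test, p = 0.1, the smallest possible).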

Genes that were upregulated in the *him-*8 embryo dataset were termed “male-biased” genes, and genes that were downregulated were termed “hermaphrodite-biased” genes.

**Fig 4:**
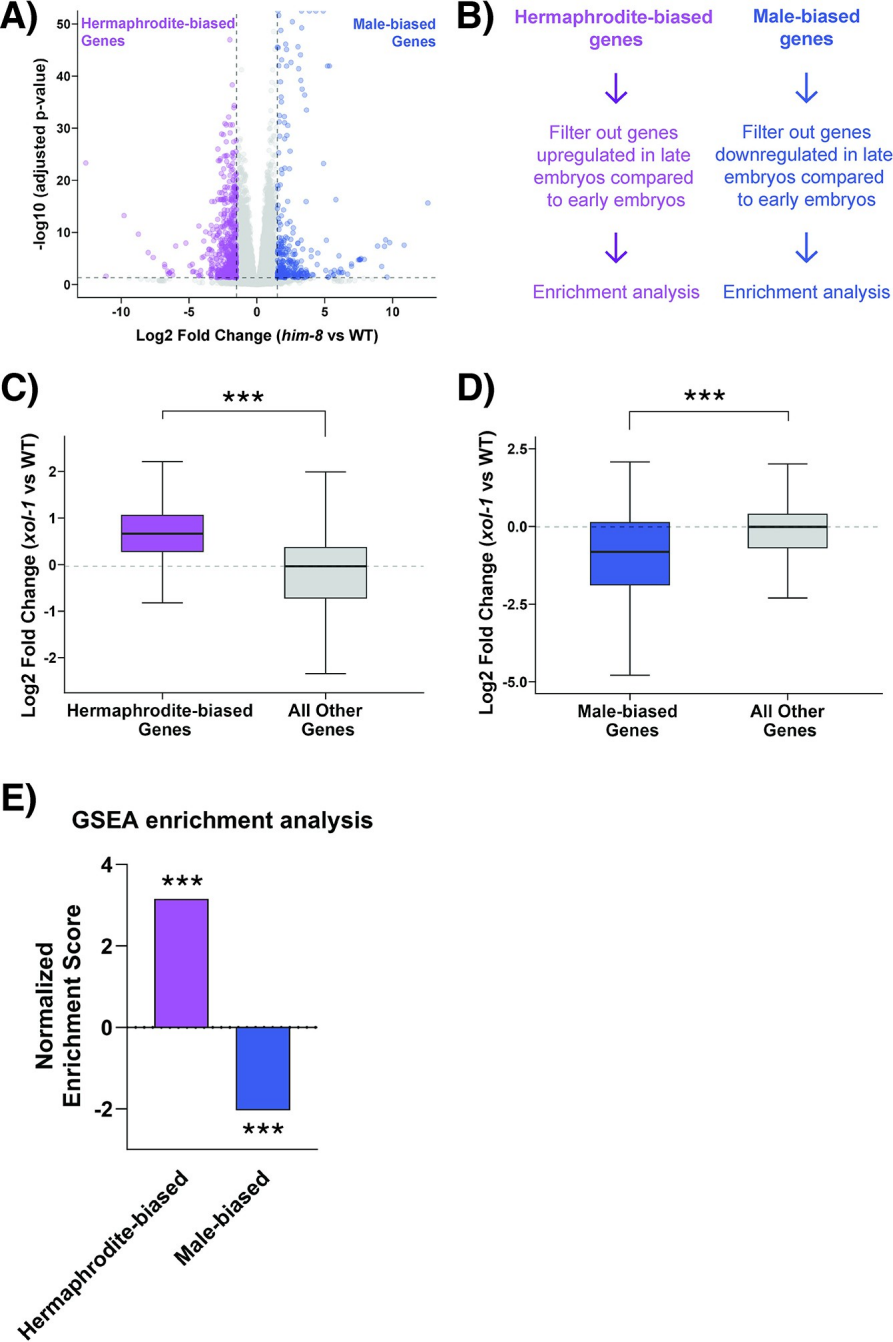
XOL-1 regulates sex determination pathways in hermaphrodite early embryos. (A) Volcano plot with genes differentially expressed in *him-8* vs WT early embryo samples, absolute log2 fold change>1.5 and adjusted p-value<0.05. Significantly upregulated genes were used to generate the “male-biased” gene set and downregulated genes were used to generate the “hermaphrodite-biased” gene set (B) Schematic representing the filtering strategy used to refine sex-biased gene sets. Time-resolved dataset from Boeck et. al. (2016) [42] was used to filter gene sets. (C-D) Boxplot showing median log2 fold change in *xol-1* vs WT for (C) hermaphrodite-biased gene set (left) (p < 2.2 x 10^−16^) or (D) male-biased gene set (left) (p = 0.01) and the rest of the dataset (right). p-values obtained from wilcoxon rank-sum test (E) Gene set enrichment analysis on *xol-1* vs WT dataset using sex-biased gene sets. Asterisks indicate level of statistical significance (* *p*<0.05, ** *p*<0.005, *** *p*<0.001, n.s not significant).

We found that hermaphrodite-biased genes were upregulated (S3A Fig) and that male-biased genes were downregulated (S3B Fig) in *xol-1*/WT early embryo dataset. However, since *xol-1* embryos are developmentally more advanced compared to WT, it is possible that these differences are due to developmental stage rather than misregulation of male- and hermaphrodite-biased genes. 

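The 68 genes lower in *him-8* (hermaphrodite-biased) and the 212 genes higher in *him-8* (male-biased) were tested as sets among the 13305 genes that passed the filter in both early embryo tables. The WT embryos of the 2 experiments were unlike, with a mean stage index of -1.85 in the *xol-1* experiment and 3.20 in the *him-8* experiment. Of the hermaphrodite-biased genes, 60 were tested in *xol-1* early embryos, and 45 were higher and 15 lower than in WT. Their median log2 fold change was 0.74, with quartiles of 0.02 and 1.34, against 0.03 for the other genes. The p was 1.4e-05 with camera, or 5.7e-05 after adjustment over 4 set tests, 0.00681 with fry and 1.1e-09 with the Wilcoxon rank-sum test across genes, which the study used. Where the fit was changed, the sets were drawn anew from the changed *him-8* fit. Without the filter 75 hermaphrodite-biased genes were tested, with a median of 0.40. The camera p was 0.111 without *him-8* replicate 1, 0.118 without *him-8* replicate 2 and 0.126 without WT replicate 2 of the *him-8* experiment. The medians were then 0.29, 0.40 and 0.71. The sets held 19, 16 and 5 genes against 68, and sets this small limit what the test can detect. Of the male-biased genes, 153 were tested, and 77 were higher and 76 lower. Their median log2 fold change was 0.0081 and their mean -0.14, so median and mean differ in sign, with quartiles of -1.19 and 0.94. Both thresholds were passed by 16 male-biased genes that were higher and 27 that were lower. The p was 0.484 with camera and 0.939 with the Wilcoxon test, while fry gave 0.00194. Array weights gave a median of -0.31 and quantile normalization -0.08. Without WT replicate 3 of the *him-8* experiment the median was -0.56, where camera gave 0.0388, and without *him-8* replicate 1 it was 0.30, where camera gave 0.00357.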

To control for expression changes that might arise due to the mismatch in embryonic staging between the two genotypes, we used a conservative filtering strategy (Fig 4A). We used the time-resolved transcriptomic atlas of embryogenesis [42] to determine which genes increase and decrease with the progression of embryo development. Based on our working hypothesis, we would expect the hermaphrodite-biased genes to be significantly upregulated in *xol-1* early embryos. Therefore, we filtered out genes that increase in expression during embryogenesis from the hermaphrodite-biased genes (Fig 4B). Similarly for the male-biased genes, we filtered out genes that normally decrease in expression during embryogenesis (Fig 4B). This strategy eliminates the possibility that we would observe a false-positive enrichment of either gene set due to the accelerated development of *xol-1* embryos.

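The time course used for the filter of Fig 4B is not used here. In its place, hermaphrodite-biased genes whose level in WT L1 larvae was more than 2-fold above that in WT early embryos were left out, with levels set across tables that had been normalized separately. This left 43 hermaphrodite-biased genes, those that are higher in WT early embryos than in L1 among them, and 40 were tested. In *xol-1* early embryos their median log2 fold change was 0.75, and camera gave 2.5e-04.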

After filtering the gene sets obtained from *him-8*/WT RNA-seq, we observed that hermaphrodite-biased genes remained broadly upregulated in *xol-1* early embryos (Fig 4C). 

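Male-biased genes whose level in WT L1 larvae was more than 2-fold under that in WT early embryos were left out in the same way, again across separately normalized tables. This left 120 male-biased genes, of which 77 were tested. The median of these male-biased genes in *xol-1* early embryos was 0.63, and camera gave 1.0e-05 and the Wilcoxon test 1.7e-07. The WT early embryo libraries enter both this filter and the fold change, so genes left out for a high WT level are also genes prone to a low fold change.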

Male-biased genes were conversely downregulated in *xol-1* early embryos (Fig 4D). We also performed gene set enrichment analysis (GSEA) [55] on the *xol-1* early embryos and tested the enrichment of the two sex-biased gene sets (Figs 4E, S3C). GSEA is a computational technique that can quantify and statistically test the enrichment or depletion of any *a priori* defined set of genes, such as our sex-biased gene sets. Corroborating our previous analysis, GSEA showed that hermaphrodite-biased genes had a positive enrichment score of 3.16, while the male-biased genset had a negative enrichment score of -2.04 and both the gene sets were statistically significantly enriched and depleted respectively at p < 0.001 (Fig 4E). This data demonstrates that XOL-1 is responsible for promoting the expression of male-biased genes, and for repressing hermaphrodite-biased genes in early hermaphrodite embryos.

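Across the 13305 genes tested in both early embryo tables, the log2 fold changes in *xol-1* and in *him-8* had a Pearson r of -0.195 and a Spearman rho of -0.158. Genes are not independent replicates, and no p is given for a correlation across them. The WT embryos of the experiments also differed in mean stage index, at -1.85 and 3.20. With WT replicate 1 of the *him-8* experiment left out, r was -0.147, and with *xol-1* replicate 1 left out it was -0.252. Among genes that passed both thresholds in both comparisons, 27 were lower in *xol-1* and higher in *him-8*, and 8 were higher in *xol-1* and lower in *him-8*. Another 16 were higher in both and 2 were lower in both. From the direction of the filtered sets and its enrichment analysis, which was not repeated here, the paper concludes that XOL-1 promotes male-biased genes and represses hermaphrodite-biased genes in early hermaphrodite embryos.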

The disruption in hermaphrodite biased pathways appears to be more significant in terms of its effect size compared to the disruption in male biased pathways (Fig 4C–4E). This could be explained by the already very low transcription rate of male-specific genes in the WT early hermaphrodite embryos that the *xol-1* dataset is normalized against. The fact that *xol-1* L1 larvae do not continue to have a broadly disrupted transcriptional profile (Fig 1B) indicates that there are compensatory mechanisms that may be activated later in embryonic development.

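The sex-biased sets were also tested in the L1 larvae, where 12829 genes passed the filter in both tables. The 61 hermaphrodite-biased genes tested had a median log2 fold change of -0.13, with 24 higher and 37 lower in *xol-1* (camera p = 0.0721, adjusted p = 0.0962 over 4 set tests, fry p = 1.8e-04, exact permutation with 2 of 35 splits as large). The 139 male-biased genes tested had a median of 0.07, with 79 higher and 60 lower (camera p = 0.0583, adjusted p = 0.0962, fry p = 0.00772, Wilcoxon p = 0.0295, exact permutation with 5 of 35 splits as large). Without WT replicate 2 of the *him-8* experiment, whose set held 5 genes, the hermaphrodite-biased median was 0.89, where camera gave 0.0405, and without WT replicate 1 it was 0.38, where camera gave 0.138. Without *him-8* replicate 2 it was 0.09 and without *him-8* replicate 3 it was 0.19, with a camera p of 0.190 and 0.0555. The paper proposes from the smaller number of changes in L1 that compensatory mechanisms act later in embryonic development.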

XOL-1 represses the activity of the SDC proteins [9,10], that are known to regulate the hermaphrodite and male sex determination pathways [17,45,46]. Though the mechanism of this regulation has not yet been elucidated, it has been hypothesized that XOL-1 may transcriptionally regulate the *sdc* genes [56]. We looked at the expression of the *sdc* genes *sdc-1*, *sdc-2* and *sdc-3* in *xol-1* mutant embryos to test this hypothesis. 

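In early embryos *sdc-1* (WBGene00004745, chromosome X, 16275763 to 16282534) was at 7.17 ± 0.525 FPKM in WT and 7.25 ± 0.696 FPKM in *xol-1* (SD, n = 3 each), a log2 fold change of 0.01 (SE 0.140, adjusted p = 0.947). With each library left out in turn, this ranged from -0.04 to 0.09. *sdc-2* (WBGene00004746, chromosome X, 11522707 to 11533450) fell from 9.80 ± 1.04 to 5.30 ± 0.523 FPKM (SD, n = 3 each), a log2 fold change of -0.87 (SE 0.148, adjusted p = 0.00272). *sdc-3* (WBGene00004747, chromosome V, 15039148 to 15048207) was at 11.4 ± 0.638 FPKM in WT and 9.05 ± 0.779 FPKM in *xol-1* (SD, n = 3 each), a log2 fold change of -0.33 (SE 0.123, adjusted p = 0.0612). The adjusted p of *sdc-3* was 0.00692 with array weights, 0.0481 without the variance trend and 0.0430 without *xol-1* replicate 1, and reached 0.247 over the other alternatives. In the authors' deposited table, the adjusted p of *sdc-3* is 0.00514.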

We did not observe any transcriptional upregulation of the *sdc* genes in our dataset (S3D Fig), suggesting that XOL-1 does not directly regulate the transcription of these genes, at least in hermaphrodites. In addition, we looked at our *him-8* RNA-seq dataset to determine if the *sdc* genes are repressed in males. 

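In the *him-8* experiment, *sdc-1* was at 12.3 ± 3.06 FPKM in WT and 17.4 ± 2.86 FPKM in *him-8* (SD, n = 3 each), a log2 fold change of 0.52 (SE 0.212, adjusted p = 0.127). Without WT replicate 3 the rise of *sdc-1* was 0.71, with an adjusted p of 0.00933, and with array weights it was 0.72, with an adjusted p of 2.6e-04. *sdc-2* rose from 21.8 ± 2.28 to 29.3 ± 0.314 FPKM (SD, n = 3 each), a log2 fold change of 0.43 (SE 0.109, adjusted p = 0.0497). *sdc-3* rose from 19.0 ± 2.06 to 28.3 ± 0.637 FPKM (SD, n = 3 each), a log2 fold change of 0.58 (SE 0.113, adjusted p = 0.0271). Over the alternatives and the libraries left out in turn, the adjusted p of *sdc-2* ran from 4.3e-05 to 0.187 and that of *sdc-3* from 1.9e-05 to 0.141. The adjusted p of *sdc-2* was 0.0511 with 1 FPKM added, 0.0500 with 0.5 FPKM added, 0.0620 without the filter, 0.0525 with quantile normalization and 0.0640 without the variance trend. Without WT replicate 1 the adjusted p was 0.0543 for *sdc-2* and 0.0542 for *sdc-3*, without WT replicate 2 it was 0.162 and 0.104, and without any *him-8* replicate it was over 0.1 for both.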

We did not observe a significant downregulation of the *sdc* genes in *him-8* mutants (S3E Fig). In both these cases, we saw a transcriptional change in the opposing direction i.e. *sdc-2* was significantly lower in *xol-1* mutants (S3D Fig), and all three *sdc* genes were significantly higher in *him-8* mutants (S3E Fig). This suggests that in both males and hermaphrodites, XOL-1 is not transcriptionally repressing the *sdc* genes to regulate their activity. Furthermore, we quantified the intensity of SDC-2 protein signal in 50–100 cell embryos in WT and *xol-1* mutants to determine whether SDC-2 proteins levels are higher in a *xol-1* mutant background (S2C Fig). Similar to the mRNA levels, we observed a decrease, rather than the expected increase in SDC-2 protein levels (S2C Fig). These results indicate that XOL-1 is not repressing *sdc-2* either transcriptionally or translationally, and that the observed precocious loading of SDC-2 protein to the X observed in *xol-1* mutants (Fig 2F) is not due to increased protein levels.

### MET-2 and ARLE-14 are differentially expressed in *xol-1* mutants

In order to further probe the mechanism behind these disruptions we took a closer look at the specific genes that were misregulated in *xol-1* mutant early embryos. Among the genes that were significantly differentially expressed, some of the most interesting were regulators of H3K9 methylation. These regulators are responsible for the deposition of repressive histone modifications on the chromatin during embryogenesis [34,36,37], and several components of this pathway are involved in dosage compensation [25]. An altered H3K9 chromatin landscape during embryogenesis is linked to disruption of the timeline of heterochromatin formation, and the loss of developmental plasticity [34,36]. Simultaneously, the cellular differentiation programs in the embryos can also be altered by disrupting the regulators of this pathway [35,36]. One of these regulators is MET-2, a SET-domain containing histone methyltransferase that is responsible for the deposition of H3K9me1/me2 modifications on chromatin [37]. Loss of *met-2* disrupts dosage compensation in adult *C*. *elegans* [25], as measured by the small but statistically significant de-compaction of the X chromosome. *met-2* was significantly upregulated in *xol-1* early embryos (Fig 5A). *arle-14*, a binding partner of MET-2 that is known to strengthen the association of MET-2 with chromatin [38], was also found to be significantly upregulated (Fig 5A). 

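*met-2* (WBGene00019883, chromosome III, 8375300 to 8380848) rose from 10.3 ± 0.610 FPKM in WT to 38.9 ± 6.70 FPKM in *xol-1* early embryos (SD, n = 3 each), a log2 fold change of 1.897 (SE 0.138, adjusted p = 8.3e-05). Every *xol-1* library was above every WT library. With all libraries kept, adding 1 FPKM before the log2 moved the change most, to 1.81, and with each library left out in turn it ran from 1.76 to 1.99. In WT early embryos of the *him-8* experiment, in a table normalized separately, *met-2* was at 35.4 ± 4.97 FPKM (SD, n = 3). *arle-14* (WBGene00015145, chromosome III, 5692906 to 5693938) rose from 99.4 ± 12.1 to 138.8 ± 4.97 FPKM (SD, n = 3 each), a log2 fold change of 0.49 (SE 0.0976, adjusted p = 0.00569). Quantile normalization moved this to 0.37. In WT of the *him-8* experiment, *arle-14* was at 16.8 ± 8.10 FPKM (SD, n = 3).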

Since the *xol-1* mutant embryos are time-synchronized with WT but not synchronized in terms of their embryonic development, we also looked at time-resolved embryogenesis datasets [42] to determine whether the change in *met-2* and *arle-14* expression could be explained by the difference in embryonic development between *xol-1* and WT embryos. We found that both *met-2* and *arle-14* expression decreases with embryonic age in WT (Fig 5B). This is in stark contrast to the pattern of upregulation seen in *xol-1* early embryos (Fig 5A). We also looked at *met-2* expression in late-embryo samples, and did not see a statistically significant difference in expression between *xol-1* and WT (S4A Fig). This suggests that *met-2* may be a direct or indirect downstream target of the XOL-1 pathway.

**Fig 5:**
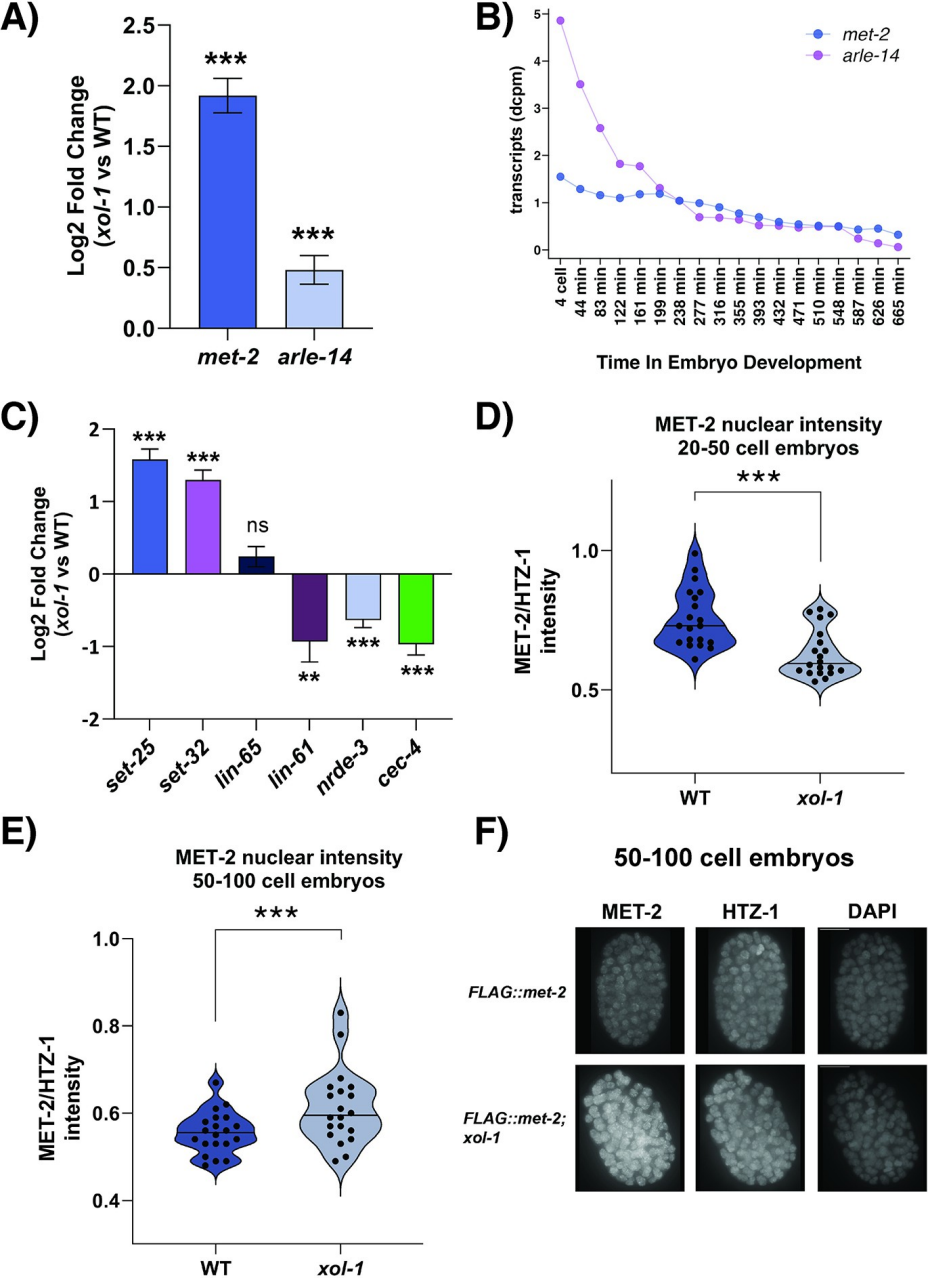
MET-2 and its co-factor ARLE-14 are upregulated in *xol-1* embryos. (A) Transcript levels (dcpm) of *met-2* and *arle-14* in *xol-1* vs WT RNA-seq. Adjusted p-value is determined by wald test with Benjamini-Hochberg correction using DESeq2. Error bars indicate standard error IfcSE. (B) Normalized transcript counts of *met-2* and *arle-14* genes during *C*. *elegans* embryogenesis. Dataset obtained from Boeck et. al. (2016) [42] (C) Transcript levels of *lin-65*, *lin-61*, *nrde-3* and *cec-4* in *xol-1* vs WT RNA-seq. Error bars indicate standard error IfcSE (D) 3xFLAG::MET-2 protein levels in *xol-1* and WT 20–50 cell embryos. p = 0.0001. MET-2 intensity was normalized to HTZ-1 co-stain. P-values were calculated using Welch’s t-test with two-tailed distribution and unequal variance. 20 nuclei were quantified in total from 7 distinct embryos for each genotype. (E) 3xFLAG::MET-2 protein levels in *xol-1* and WT 50–100 cell embryos. p = 0.01. 20 nuclei were quantified in total from 10 distinct embryos for each genotype. Error bars indicate SEM. (F) Representative images of stained embryos quantified in (E). Asterisks indicate level of statistical significance (* *p*<0.05, ** *p*<0.005, *** *p*<0.001).

Several other regulators of H3K9 methylation are also differentially expressed. These include *set-32*, which contributes to germline deposition of H3K9me3 [57], and which was significantly upregulated in *xol-1* mutants (Fig 5C). *set-25*, which is responsible for the deposition of H3K9me3 [37], was also significantly upregulated (Fig 5C). 

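*set-32* (WBGene00008062, chromosome I, 9519244 to 9521275) rose from 6.88 ± 0.715 to 17.0 ± 1.22 FPKM in *xol-1* early embryos (SD, n = 3 each), a log2 fold change of 1.29 (SE 0.130, adjusted p = 2.9e-04). *set-25* (WBGene00012802, chromosome III, 13283824 to 13293090) rose from 9.85 ± 0.249 to 29.5 ± 5.08 FPKM (SD, n = 3 each), a log2 fold change of 1.56 (SE 0.139, adjusted p = 1.8e-04). Both rose in every *xol-1* library relative to every WT library.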

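In the same early embryo libraries, *lin-61* (WBGene00003041, chromosome I, 7248827 to 7251282) was at 6.31 ± 0.473 FPKM in WT and 3.31 ± 1.26 FPKM in *xol-1* (SD, n = 3 each), a log2 fold change of -0.97 (SE 0.268, adjusted p = 0.0213). The adjusted p of *lin-61* was 0.0538 with quantile normalization, 0.0583 without WT replicate 1, 0.0654 without WT replicate 2 and 0.0561 without *xol-1* replicate 2, in a range down to 2.0e-04 with array weights. *nrde-3* (WBGene00019862, chromosome X, 372235 to 376900) was at 53.4 ± 2.77 and 34.4 ± 3.19 FPKM (SD, n = 3 each), a log2 fold change of -0.63 (SE 0.0959, adjusted p = 0.00165). *cec-4* (WBGene00017990, chromosome IV, 7575718 to 7577326) was at 41.0 ± 6.04 and 21.0 ± 1.26 FPKM (SD, n = 3 each), a log2 fold change of -0.95 (SE 0.127, adjusted p = 9.4e-04). In WT early embryos of the *him-8* experiment, in a separately normalized table, *cec-4* was at 197 ± 26.4 FPKM and *lin-61* at 20.7 ± 2.04 FPKM (SD, n = 3 each).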

Some additional accessory proteins involved in H3K9 methylation or recognition include *lin-61*, *nrde-3* and *cec-4* [34,35,58,59], which were all significantly downregulated in *xol-1* early embryos (Fig 5C). However, the expression of these three genes is known to decrease during the progression of embryogenesis (S4B Fig). Therefore, we cannot accurately determine if this downregulation is due to the mismatch in embryonic age between the two genotypes or due to regulation by XOL-1.

Since *met-2* transcripts are significantly upregulated in *xol-1* embryos, and H3K9 methylation is known to regulate the timeline of important developmental milestones during embryogenesis [34,36], we sought to confirm that nuclear accumulation of MET-2 protein is also increased in *xol-1* mutants. MET-2 is known to be localized in the cytosol in early embryos and it is transported inside the nucleus starting at 20–50 cell embryos by its co-factor LIN-65 [34,58]. Nuclear accumulation of MET-2 reaches its peak level at the 50–100 cell stage [34]. We measured 3XFLAG::MET-2 nuclear protein levels in staged-matched *xol-1* mutant and WT embryos using immunofluorescence (IF) imaging with anti-FLAG antibodies. At the 20–50 cell stage, MET-2 was statistically significantly lower in *xol-1* compared to WT (Fig 5D). However, there was a significant increase in nuclear MET-2 levels at the 50–100 cell stage (Fig 5E–5F). LIN-65, a co-factor of MET-2, regulates the transport of MET-2 into the nucleus and is known to be the rate-limiting step in the nuclear accumulation of MET-2 [34]. Since *lin-65* expression is not significantly altered in *xol-1* embryos (Fig 5C), MET-2 is likely transported into the nucleus by LIN-65-mediated mechanism at the same rate in both WT and *xol-1* embryos. 

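*lin-65* (WBGene00022149, chromosome I, 1755329 to 1766400) was at 33.9 ± 2.15 FPKM in WT and 40.1 ± 6.43 FPKM in *xol-1* early embryos (SD, n = 3 each), a log2 fold change of 0.23 (SE 0.126, adjusted p = 0.169). Array weights gave a log2 fold change of 0.19 with an adjusted p of 0.0379, the lowest of the alternatives, and the highest was 0.385. As *lin-65* was not significantly altered, the paper proposes that MET-2 enters the nucleus at the same rate in WT and *xol-1* embryos.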

Progressive accumulation of MET-2 protein by LIN-65 is only visible at the 50–100 cell stages, where peak nuclear MET-2 protein levels are higher in *xol-1* embryos (Fig 5E–5F).

### *xol-1* mutants have altered levels of H3K9me2/me3

MET-2 is responsible for the *de novo* deposition of repressive H3K9me1/me2 on chromatin after fertilization [37]. Inducing premature nuclear accumulation of MET-2 using a nuclear localization signal (NLS) leads to a premature increase in H3K9me2 on the chromatin [34]. Since nuclear MET-2 protein levels are increased in *xol-1* mutant embryos, the next pertinent question is whether the H3K9 methylation status of the chromatin in these mutants is similarly altered. To test this, we used IF to measure the intensity of H3K9me2 and H3K9me3 on chromatin in stage-matched *xol-1* embryos (Fig 6A–6B). H3K9me2 was normalized against pan-H3, and H3K9me3 was normalized against HTZ-1 (See Methods). Contrary to our expectations, we found that H3K9me2 was significantly decreased in *xol-1* mutants compared to WT in both 20–50 cell (Fig 6A) and 50–100 cell embryos (Fig 6B). At the same time, we found that H3K9me3 intensity measured through IF was significantly increased in *xol-1* mutants at both the 20–50 cell and 50–100 cell stages (Fig 6C–6E). The marked increase in H3K9me3 in *xol-1* mutants suggests that MET-2-mediated H3K9me2 is being used as a substrate by SET-25 for the accumulating deposition of H3K9me3. Taken together, this data confirms that mis-expression of *met-2* and other components of the H3K9 pathway are contributing to an altered H3 landscape in *xol-1* embryos.

**Fig 6:**
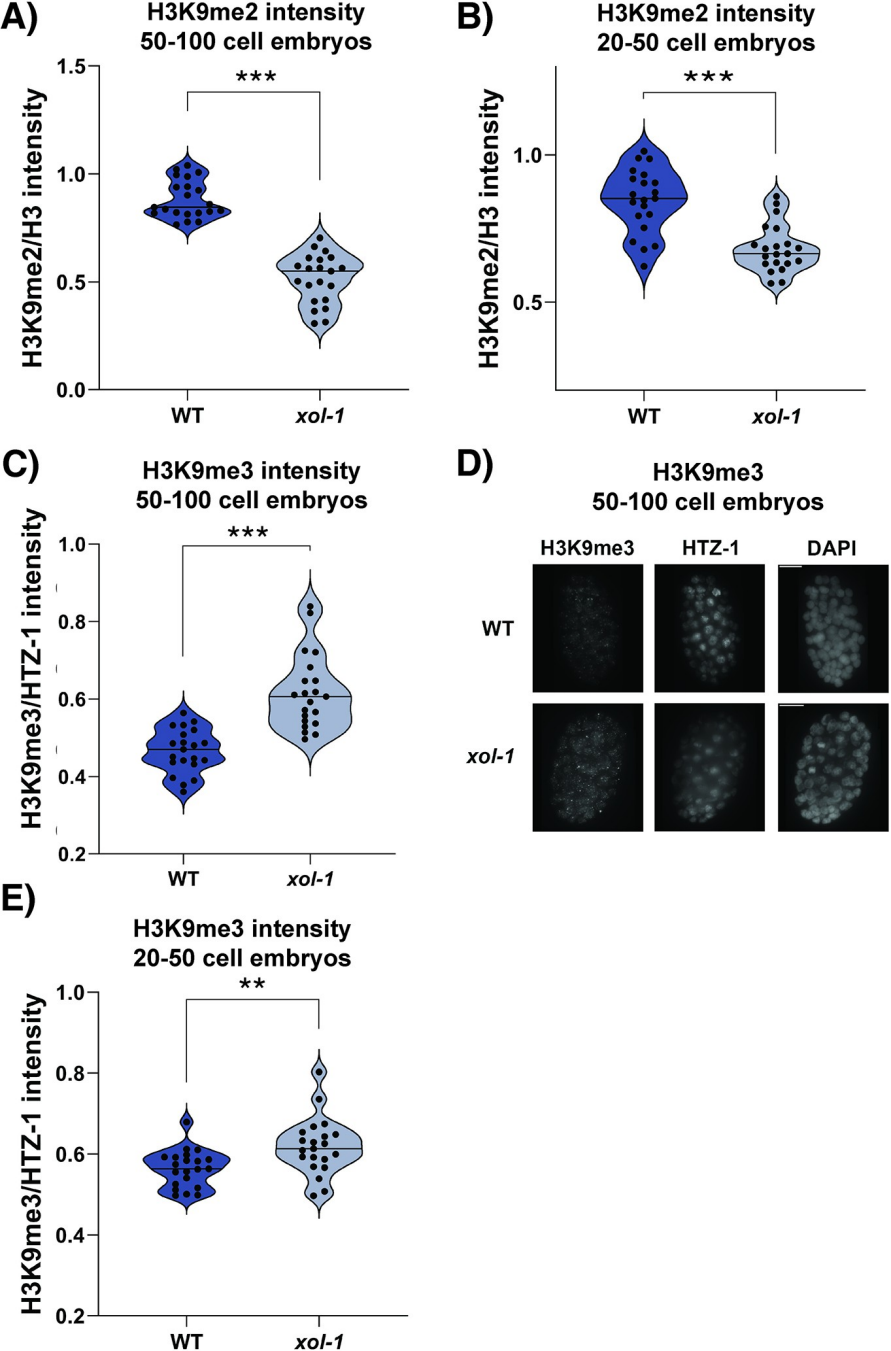
H3K9 methylation is altered in stage-matched *xol-1* embryos. **(A-C, E)** Intensity quantification of staged *xol-1* and WT embryos. **(A)** H3K9me2/H3 in 20–50 cell embryos, p = 2.9 x 10^−6^ and **(B)** H3K9me2/H3 in 50–100 cell embryos, p = 4.2 x 10^−14^. **(C)** H3K9me3/HTZ-1 in 50–100 cell embryos, p = 6.1 x 10^−7^. **(D)** Representative images of staining quantified in (C) and **(E)** H3K9me3/HTZ-1 in 20–50 cell embryos, p = 0.005. P-values were calculated using Welch’s t-test with two-tailed distribution and unequal variance. 21 nuclei were quantified in total for each condition, representing nuclei from at least 7 embryos. Asterisks indicate level of statistical significance (* *p*<0.05, ** *p*<0.005, *** *p*<0.001, n.s not significant). Error bars indicate SEM.

### Loss of *met-2* in *xol-1* mutant background leads to the reversal of accelerated development

To test if the embryonic phenotypes in *xol-1* are mediated by the upregulation of *met-2*, we generated a *met-2; xol-1* double mutant strain. We first sought to test if introducing a *met-2* mutation would abrogate the precocious loading of the DCC onto the X chromosome in *xol-1* mutants observed in Fig 3. We compared *xol-1*, *met-2* and *met-2; xol-1* mutants in this assay, and scored 50–100 cell embryos based on what fraction of nuclei in each embryo had visible loading of the DCC on the X chromosomes (Fig 7A). We also compared the rate of DPY-27 foci formation between WT and *met-2* mutants (S4C–S4D Fig), and found that foci formation occurs at a similar rate in both genotypes. *xol-1* and *met-2* mutants were significantly different in their distributions, with *xol-1* having its largest fraction of embryos in the >75% category and *met-2* having its largest fraction in the <25% category. The *met-2; xol-1* double mutant seemed to display a distribution that is somewhere in between the two single mutants. *met-2; xol-1* had markedly fewer embryos in the >75% category compared to *xol-1*, and was statistically significantly different from both single mutants. These results suggest that some, but not all, of the accelerated loading of the DCC onto the X seen in *xol-1* may be attributed to the upregulation of *met-2*. There are likely additional players involved in this process as in the *met-2; xol-1* double mutant this phenotype was only partially reversed.

**Fig 7:**
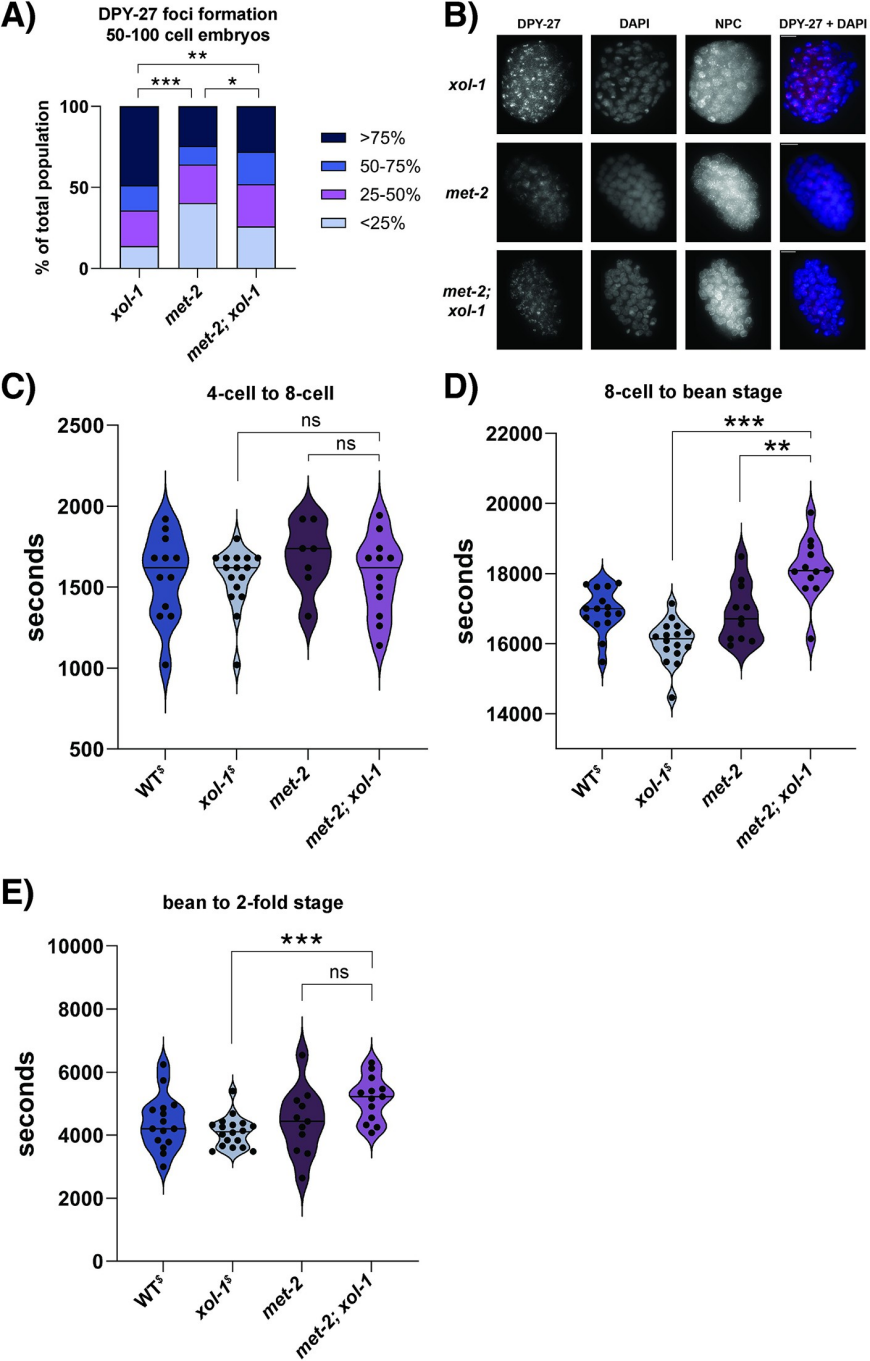
Loss of *met-2* in *xol-1* background leads to the reversal of some *xol-1* phenotypes. (A) Quantification of DPY-27 loading assay in *xol-1*, *met-2* and *met-2; xol-1* 50–100 cell embryos. Embryos were scored and segregated into 4 categories based on the fraction of nuclei that had visible loading of DPY-27 on the X chromosomes. The categories were <25%, 25–50%, 50–75% and >75%. *xol-1* vs *met-2*, p < 0.00001, *met-2* vs *met-2; xol-1*, p = 0.041, *xol-1* vs *met-2; xol-1*, p = 0.003. P-values obtained from chi-square test with null hypothesis assumption of no significant difference between populations. Staining against the nuclear pore complex (NPC) was used as an internal control. Embryos scored: *xol-1* = 123, *met-2* = 139, *met-2; xol-1* = 150 (B) Representative images for experiment quantified in (A). (C-E) Time taken for WT, *xol-1*, *met-2* and *met-2; xol-1* embryos to go from (C) 4-cell embryo to 8-cell embryo (embryos scored: N2 = 12, *xol-1* = 16, *met-2* = 7, *met-2; xol-1* = 12) (D) 8-cell embryo to bean stage embryo, *xol-1* vs *met-2; xol-1*, p = 1.16 x 10^−6^, *met-2* vs *met-2; xol-1*, p = 0.001 (embryos scored: N2 = 15, *xol-1* = 16, *met-2* = 11, *met-2; xol-1* = 12) and (E) bean stage embryo to 2-fold embryo, *xol-1* vs *met-2; xol-1*, p = 0.0001 (embryos scored: N2 = 15, *xol-1* = 18, *met-2* = 11, *met-2; xol-1* = 13). (C-E) P-values calculated using Welch’s t-test with two-tailed distribution and unequal variance. Asterisks indicate level of statistical significance (⁎ *p*<0.05; ⁎⁎ *p*<0.005; ⁎⁎⁎ *p*<0.001, n.s not significant). ^$^ notation on WT^$^ and xol-1^$^ indicates that the data is from the same experiment as Fig 2B–2D.

The most striking phenotype in *xol-1* early embryos is the acceleration of embryonic development (Fig 2B–2D). We performed time-lapse experiments on the *met-2; xol-1* mutant to test if the development of embryos is still accelerated when *met-2* is lost in a *xol-1* background. We compared the time taken for the embryos to go from 4-cell to 8-cell (Fig 7C), 8-cell to bean stage (Fig 7D) and from bean stage to 2-fold stage (Fig 7E). We also quantified the timeline of development of *met-2* embryos as a control and compared both these genotypes to the WT and *xol-1* embryos tested in Fig 2. *met-2* mutants are known to have defects in embryonic viability [36,38], and we empirically observed that *met-2; xol-1* mutants also seemed to have some embryonic lethality. For this analysis, we eliminated any embryos that were not able to reach 2-fold stage. *met-2* mutants were not significantly different from WT in terms of the timeline of embryo development at any of the time-points tested (Fig 7C–7E). None of the genotypes were significantly different in the time taken to go from 4-cell to 8-cell (Fig 7C). Compared to *xol-1* mutants, *met-2; xol-1* double mutants were significantly delayed in their transition from 8-cell to bean stage (Fig 7D), as well as bean stage to 2-fold stage (Fig 7E). These results suggest that loss of *met-2* completely abrogates accelerated development caused by loss of *xol-1* in hermaphrodite embryos.

Taken together, these results suggest that *xol-1* has an important role in regulating the timeline of embryonic development in hermaphrodites. These roles include regulating the speed of embryonic development during the early phases of embryogenesis, as well as the timing of initiation of sex-specific transcriptional programs. The disruption of *xol-1* results in an acceleration of embryonic development and a measurable disruption of developmental pathways.

## Discussion

The data presented in this paper suggests that *xol-1* has an important role as a developmental regulator of embryogenesis in hermaphrodites. Loss of *xol-1* leads to accelerated development of hermaphrodite embryos, precocious initiation of dosage compensation as well as broad misregulation of sex determination pathways. We also present data that suggests that *met-2*, an H3K9 methyltransferase, is a downstream target of *xol-1* that regulates several of these pathways.

### The mechanism of XOL-1-mediated repression of the SDC proteins

Though the *xol-1* gene has very little nucleotide and protein sequence homology with any non-nematode genes, the structure of XOL-1 resolved by x-ray crystallography revealed that it has significant structural homology to GHMP kinase family members [39]. However, ATP binding assays failed to detect any ATP binding by XOL-1 under standard conditions *in vitro* [39]. The authors of this study speculated that with some conformational changes XOL-1 may be able to bind polynucleotide substrates, due to sub-domain specific homology to RNA/DNA-binding proteins [39]. Beyond these putative mechanistic insights derived from this structural study of XOL-1, there is not much evidence that sheds light on how XOL-1 may be repressing the activity of the SDC proteins.

A review by Meyer et al. (2004) speculated that XOL-1 may be similar in its mechanism to GAL3p, a GHMP kinase family member in *S*. *cerevisiae*, that is known to act as a transcriptional inducer of GAL genes [56]. However, *sdc-1*, *sdc-2* and *sdc-3* genes are not significantly upregulated in *xol-1* embryos (S3D Fig), or significantly downregulated in *him-8* embryos (S3E Fig), suggesting that XOL-1 doesn’t transcriptionally regulate the expression of the *sdc* genes. Furthermore, SDC-2 protein levels were also not significantly higher in *xol-1* embryos (S2C Fig), suggesting that XOL-1 also likely does not regulate mRNA translation or SDC-2 protein stability. This suggests several possibilities for the mechanism of action of XOL-1. One of these is that XOL-1 is regulating the activity of the SDC proteins at the level of protein-protein interactions or post-translational modifications, which is compatible with its current designation as a putative GHMP kinase. This first possibility is challenged by the lack of ATP binding by XOL-1 under standard conditions. A second possibility arises from the assumption that XOL-1 may able to bind DNA sequences after a conformational change and that it may be able to directly regulate transcription of genes. In this case, it is likely that there are additional regulators downstream of XOL-1, but upstream of the *sdc* genes. Since no studies have identified regulators of SDC activity beyond XOL-1, the existence of these as yet unknown mediators is plausible. Luz et al. (2003) noted particular structural similarity between RNA-binding protein domains and C-terminal domains of GHMP kinases such as XOL-1 [39], raising another possible mechanism of XOL-1 action through the modulation of mRNA translation following RNA-binding.

### Regulation of developmental timing by XOL-1

We observed the striking phenotype of accelerated embryogenesis in *xol-1* mutant embryos. There are reports of accelerated development independent of temperature changes in other organisms. In these cases the acceleration is often due to altered hormonal control of embryonic growth rate [60–64]. However, to our knowledge there are no reported accounts of accelerated embryonic development that are independent of temperate shift in *C*. *elegans*. Instead, perturbations usually lead to delayed embryonic development [65–67]. There are no known hormonal signaling pathways that have been shown to be important in regulating *C*. *elegans* embryogenesis, though some hormones are involved in regulating developmental timing at larval stages [68]. Furthermore, in *xol-1* mutants we saw acceleration in two different ways. First, we observed that cell division was faster between the 8-cell and bean stages of embryonic development. Concurrently, we observed that these embryos had a more advanced late-embryonic transcriptional program which matched with their accelerated cell division. The second mode of acceleration was the observed precocious induction of dosage compensation on the X chromosomes. Here, stage-matched 50–100 cell embryos were further along in *xol-1* mutants in their initiation of dosage compensation.

*xol-1* appears to be a *Caenorhabditis*-specific gene, with no known homologs in any other genus. *C*. *briggsae*, another nematode species that diverged from *C*. *elegans* roughly 100 million years ago [69], has an orthologous *xol-1* gene [39]. Even between these two closely related species, the protein sequence similarity was found to be low, though there was significant conservation in the protein domains believed to be important for its putative GHMP kinase activity [39]. In addition to the validated *xol-1* ortholog in *C*. *briggsae*, WormBase lists putative orthologs in several other *Caenorhabditis* species (https://wormbase.org/species/c_elegans/gene/WBGene00006962#0-9fc1bdg6-10, last accessed March 14, 2024). This suggests that XOL-1 is a recently evolved gene within the *Caenorhabditis* genus, where it has assumed the role of the master regulator of sex determination, dosage compensation and as our data shows, a novel regulator that is responsible for controlling the timing of embryonic development.

### Robustness in developmental regulation of embryogenesis

Despite the significant difference in the timeline of cell division and broad disruption in the timeline of initiation of dosage compensation and sex determination pathways, the *xol-1* embryos show no significant embryonic or larval lethality (Fig 1D). In addition, we see that most of the significant transcriptional differences in *xol-1* vs WT in early embryos are resolved by the time the worms reach L1 larval stage (Fig 1A, 1B). 

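The difference between stages in the effect of *xol-1* was tested for 12713 genes that passed the filter in both tables, and 4270 (33.6%) had an adjusted p under 0.05. The effect in early embryos minus that in L1 was 2.06 for *met-2* (SE 0.148, adjusted p = 2.1e-06), 1.57 for *set-25* (SE 0.147, adjusted p = 1.4e-05) and 1.279 for *set-32* (SE 0.207, adjusted p = 6.1e-04). It was -0.59 for *nrde-3* (SE 0.112, adjusted p = 0.00176) and -0.86 for *sdc-2* (SE 0.179, adjusted p = 0.00327). In L1 alone the log2 fold change of *met-2* was -0.17 (SE 0.0643, adjusted p = 0.119), and all 3 *xol-1* libraries lay under all 4 WT libraries. In the authors' deposited table, the larval adjusted p of *met-2* is 0.0161. For *arle-14*, *lin-65*, *lin-61*, *cec-4*, *sdc-1* and *sdc-3* no difference between the stages was detected, with adjusted p of 0.919, 0.508, 0.374, 0.135, 0.0630 and 0.163. That of *cec-4* was 0.0376 without WT L1 replicate 2, and that of *sdc-1* was 0.0170 without WT L1 replicate 4 and 0.0348 without *xol-1* L1 replicate 1.

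**Figure D1:**
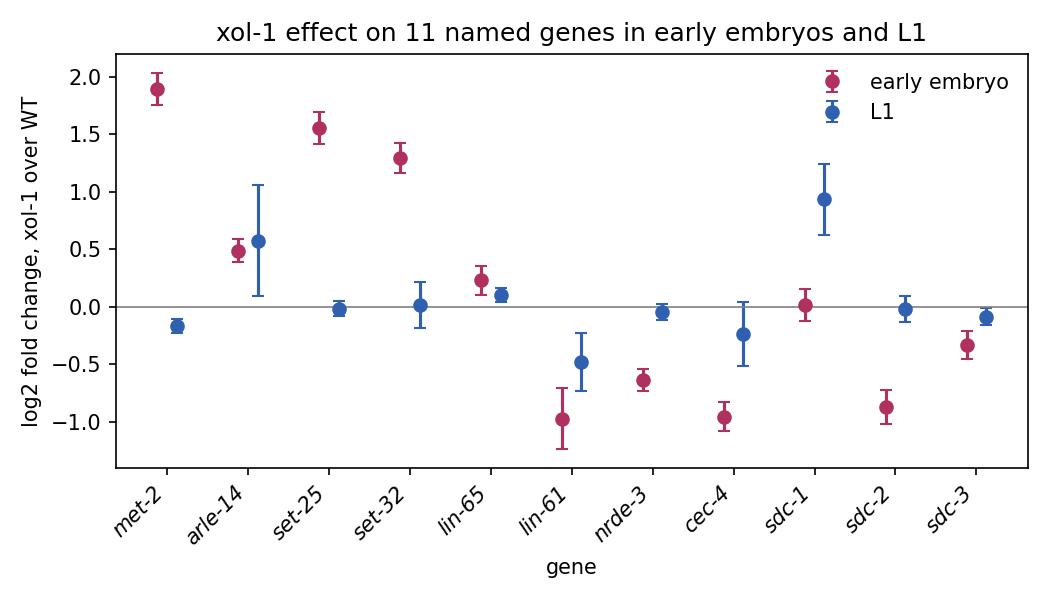
Log2 fold change (*xol-1* over WT) of 11 H3K9 and *sdc* genes in early embryos and in L1 larvae, as fitted by limma within each table. Points are the fold changes and bars their SE. *met-2* lies at 1.897 in early embryos and at -0.17 in L1.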

The upregulation of *met-2* in *xol-1* embryos (Fig 5A) is also resolved in late embryos (S4A Fig). These data suggest that there may be redundant or compensatory mechanisms that regulate these disrupted pathways during late embryogenesis and larval stages. This robustness in embryonic development has been described before in other organisms, where quite significant disruptions in early embryogenesis can be compensated for at later stages resulting in perfectly viable larvae and adults [70,71]. Even in *C*. *elegans*, complete loss of heterochromatin formation in *set-25* early embryos does not result in significant embryonic lethality [34]. In another related pathway, *cec-4* early embryos with complete loss of heterochromatin tethering also have completely viable embryos [35]. In the case of *cec-4*, compensatory pathways are activated in the larval stages that regulate the tethering of heterochromatin to the nuclear periphery mediated by MRG-1 [72]. Similar compensatory pathways could be involved in resolving disruptions caused by misregulation of sex determination pathways in *xol-1* mutants.

### MET-2 acts as a downstream effector of XOL-1

The data in this paper also demonstrates that mutations in *met-2* are able to reverse some of the phenotypes we have observed in *xol-1* mutant embryos, including the precocious loading of the DCC complex onto the X chromosomes (Fig 3A and 3E), and the acceleration of the timeline of embryonic cell divisions (Fig 2A and 2C). This data suggests that *met-2* is one of the downstream effectors of *xol-1*. Since there is a distinct lack of any mechanistic insight into how XOL-1 may be regulating any of its downstream targets, including the SDC proteins, it is also difficult to determine whether *met-2* is regulated directly or indirectly by XOL-1. In the case of the timeline of embryogenesis, *met-2; xol-1* embryos appeared significantly delayed compared to *xol-1*, but also compared to WT and *met-2* embryos. This suggests that *met-2* may play a broader role in the regulation of the timeline of embryogenesis. This is supported by the available evidence on the role of *met-2* during embryogenesis. MET-2-mediated deposition of H3K9me2, and SET-25-mediated deposition of H3K9me3 is important for regulating the timing of heterochromatin formation in *C*. *elegans* embryos [34]. In addition, *met-2*, *set-25* and *met-2; set-25* embryos all show significant disruptions in the timeline of loss of developmental plasticity and acquisition of differentiated cellular identity [36].

In the case of precocious loading of the DCC, *met-2; xol-1* embryos have partial reversal of the phenotype compared to *xol-1* (Fig 7A). The current known role of *met-2* in dosage compensation is that of an accessory pathway that reinforces X repression [25]. *met-2* deposits the H3K9me2 repressive mark, which is mainly found on the left arms of the X chromosomes of hermaphrodites [73]. There isn’t any evidence for a direct interaction between the components of the DCC and *met-2*, or between the DCC and any other regulators of H3K9 methylation. As mentioned earlier, *met-2* has been shown to alter the timing of loss of developmental plasticity during embryogenesis [36]. In addition, the onset of dosage compensation in embryos is linked to the timing of loss of developmental plasticity [32]. Given this, it is likely that the delay in the loading of the DCC complex seen in *met-2; xol-1* mutants is due to the MET-2-mediated change in timing of loss of developmental plasticity.

## Materials and methods

### Worm maintenance

All strains were maintained on NG agar plates with *E*. *coli* (OP50) as a food source, using standard methods [41]. Strains include: N2 Bristol strain (wild type); TY4403 *him-8 (e1489)* IV; TY1807 *xol-1 (y9)* X; WM458 *xol-1 (ne4472)* X; MT13293 *met-2 (n4256)* III; EKM261 *met-2 (n4256)* III; *xol-1 (ne4472)* X; EKM245 *TY1*::*CeGFP*::*FLAG*::*sdc-2*; *xol-1 (ne4472)* X, EKM84 *TY1*::*CeGFP*::*FLAG*::*sdc-2*; EL634 *3xFLAG*::*met-2* III; EKM250 *3xFLAG*::*met-2* III; *xol-1 (ne4472)* X. The *TY1*::*CeGFP*::*FLAG*::*sdc-2* strain was generated by microparticle bombardment with a fosmid clone containing the TY1::CeGFP::FLAG tag using a protocol described in Praitis et al., 2001 [74]. The fosmid clone used for the generation of this strain, fosmid 9660655908490777 F08, was obtained from the TransgeneOme project [75]. Mixed hermaphrodite and male embryos were obtained from *him-8 (e1489)* hermaphrodites. Mutations in the *him-8* gene cause X chromosome nondisjunction in meiosis and result in 38% of progeny being XO males [53,54]. Some strains were provided by the CGC, which is funded by NIH Office of Research Infrastructure Programs (P40 OD010440).

### RNA extraction

Synchronized gravid adult worms were bleached to obtain early embryos. To obtain late embryos, bleached early embryos from synchronized worms were incubated in 1x M9 for 3 hours. For L1 larvae, synchronized early embryos were incubated in 1x M9 with shaking for 24h, then the newly hatched L1 larvae were incubated in OP50 for 3 hours. Samples were lysed by repeated freeze-thaw cycles using liquid nitrogen. TRIzol-chloroform (Invitrogen catalog number 15596026, Fisher Scientific catalog number BP1145-1) separation of the samples was followed by total RNA extraction using the QIAGEN RNeasy Mini Kit (Qiagen catalog number 74104) with on-column DNase I digestion using RQ1 RNase-Free DNase (Promega catalog number M6101). Three replicates were used for each condition for all RT-qPCR experiments. Three replicates were used for early embryo RNA-seq, and four replicates were used for L1 larval RNA-seq.

### RT-qPCR

cDNA was generated from extracted RNA using random hexamers with SuperScript III First-Strand Synthesis System (Invitrogen catalog number 18080051). RT-qPCR reaction mix was prepared using Power SYBR Green PCR Master Mix (Applied Biosystems catalog number 43-676-59) with 10 μl SYBR master mix, 0.8 μl of 10 μM primer mix, 2 μl sample cDNA, and 7.2 μl H2O. Samples were run on the Bio-Rad CFX Connect Real-Time System. Log2-fold change was calculated relative to control (*cdc-42*). Control primers were taken from Hoogewijs et. al. (2008) [76]. Three replicates were analyzed for each genotype. Statistical significance was calculated using 2-tailed unpaired Welch’s t-test with unequal variance.

Primer sequences: *met-2* (forward) GAAGCACCGAATCCATTGGC, *met-2* (reverse) CATGTGCTTCTTGTGCGCTG, control (forward) CTGCTGGACAGGAAGATTACG, control (reverse) CTCGGACATTCTCGAATGAAG

### mRNA-seq analysis

Poly-A enrichment, library prep and next-generation sequencing was carried out in the Advanced Genomics Core at the University of Michigan. RNA was assessed for quality using the TapeStation or Bioanalyzer (Agilent). Samples with RINs (RNA Integrity Numbers) of 8 or greater were subjected to Poly-A enrichment using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB catalog number E7490). NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (catalog number E7760L), and NEBNext Multiplex Oligos for Illumina Unique dual (catalog number E6448S) were then used for library prep. The mRNA was fragmented and copied into first strand cDNA using reverse transcriptase and random primers. The 3’ ends of the cDNA were then adenylated and adapters were ligated. The products were purified and enriched by PCR to create the final cDNA library. Final libraries were checked for quality and quantity by Qubit hsDNA (Thermofisher) and LabChip (Perkin Elmer). The samples were pooled and sequenced on the Illumina NovaSeqX 10B paired-end 150bp, according to manufacturer’s recommended protocols. Bcl2fastq2 Conversion Software (Illumina) was used to generate de-multiplexed Fastq files. The reads were trimmed using CutAdapt v2.3 [77]. FastQC v0.11.8 was used to ensure the quality of data [78]. Reads were mapped to the reference genome WBcel235 and read counts were generated using Salmon v1.9.0 [79]. Differential gene expression analysis was performed using DESeq2 v1.42.0 [80]. Downstream analyses were performed using R scripts and packages. Gene set enrichment analysis was performed using GSEA software v4.3.2 [55].

### Viability assays

For embryonic viability, young gravid adult worms were allowed to lay embryos for 6 h. The number of embryos on each plate was counted and after 1 day at 20°C embryonic viability was scored based on the number of embryos remaining on the plate. For larval viability, the same procedure was followed as for embryonic viability and after another 2 days at 20°C, viability was scored based on the number of adult worms on the plate. For calculating embryonic viability, the number of hatched eggs was divided by the total number of eggs laid. For calculating larval viability, the number of surviving adults was divided by the total number of hatched larvae. Statistical significance was evaluated using chi square tests for each comparison of 2 conditions. The null hypothesis was that no significant difference in viability would be found between the conditions compared. The expected “alive” calculation was formulated by taking the summed % viability between the 2 groups being tested and multiplying that proportion by the sample size (*n*) for each corresponding condition. For embryonic viability, between 500 and 1200 embryos were counted for each condition. For larval viability, between 400 and 900 worms were counted for each condition.

### Brood count

L4s were picked onto a new plate and allowed to develop into a young gravid adult at 25°C and lay eggs for 24h. Adult worms were moved every day until they stopped laying eggs. After the worms were removed from a plate, the number of eggs on that plate were counted. For individual worms, the total number of eggs was counted using the sum of eggs from each plate. Chi square tests were used to compared 2 conditions to determine statistical significance. The null hypothesis was no significant difference in brood count between the 2 conditions tested.

### Immunofluorescence staining

Adult worms were bleached to obtain embryos. After washing in 1x M9, embryos were fixed using finney fix solution (2% v/v paraformaldehyde, 18% v/v methanol, 11.2% v/v witch’s brew, 1mM EGTA). Pellets were then frozen in -80°C. Samples were thawed and washed 3x for 15mins each in 1x PBST (PBS with 0.1% Triton X). For foci formation assay, the samples were incubated in rabbit anti-DPY-27 antibody (purified antibody) [50] at 1:200 dilution and mouse anti-nuclear pore complex [Mab414] antibody (Abcam ab24609) at 1:1000 dilution. The following antibodies and dilutions were used to stain for intensity quantification assays: mouse anti-H3K9me2 (Abcam ab1220) at 1:1000 dilution, rabbit anti-H3K9me3 (Active Motif 39161) at 1:2000 dilution, rat anti-HTZ-1 (purified antibody) [81] (1:100 dilution), rabbit anti-H3 (Abcam ab1791) (1:500 dilution), mouse anti-FLAG M2 antibody (Millipore Sigma F1804) (1:1000 dilution). Samples were incubated for 2 hours at RT for foci formation and MET-2 intensity quantification, and overnight at 4°C for histone modification quantification. Samples were washed 3x 15mins each in 1x PBST. Secondary antibodies used were anti-rabbit FITC (Jackson ImmunoResearch Labs 711-095-152) (1:100 dilution), anti-rabbit Cy3 (Jackson ImmunoResearch Labs 711-165-152) (1:100 dilution), anti-mouse FITC (Jackson ImmunoResearch Labs 715-095-150) (1:100 dilution), anti-mouse Cy3 (Jackson ImmunoResearch Labs 715-165-150) (1:100 dilution), anti-rat FITC (Jackson ImmunoResearch Labs 712-095-153) (1:100 dilution). Samples were incubated in secondary antibody for 1hr at RT. Samples were then washed 3x 15mins each in 1x PBST. Slides were then prepared with Vectashield (Vector Labs catalog number H-1000-10).

### Imaging and quantification

Images of staged embryos were taken with a Hamamatsu ORCA-ER digital camera mounted on an Olympus BX61 epi-fluorescence microscope with a motorized Z drive. The 60× APO oil immersion objective was used for all images. Series of Z stack images were collected at 0.2 μm increments for intensity measurements and 1 μm increments for foci formation. All images shown are 2D projection images of these Z stacks. Quantification was conducted in the Slidebook 5 program (Intelligent Imaging Innovations). For intensity measurement, the mask function was used. Segment masks were drawn for the DAPI signal for each nucleus. Within the statistics menu, the mask statistics function was selected with DAPI as the primary mask. The intensity statistics were selected for the analysis. This procedure generated a number for the intensity corresponding to the Cy3, FITC and DAPI channels from which nuclear signal of our protein of interest was calculated using target protein channel intensity/co-stain channel intensity using both mean and sum intensity. The average intensity ratio for all nuclei of a given genotype was calculated and a 2-tailed unpaired Welch’s *t*-test was performed to compare the means of each genotype to the appropriate control. 20 nuclei per condition per embryo stage were quantified, with no more than 3 nuclei imaged from any individual embryo. For foci formation, all genotypes were screened in a blinded fashion. Embryos were classified into 4 categories based on the number of nuclei in each embryo that had DPY-27 foci: 0–25% of nuclei have foci formation on the X, 25–50% of nuclei have foci formation, 50–75% of nuclei have foci formation and 75–100% of nuclei have foci formation. For statistical significance, chi square tests were performed for each pair of conditions.

### Embryo time-lapse imaging

Gravid adult worms were dissected in 1x M9 with a 22G x 1-1/2” needles (Fisher Scientific catalog number 14-840-91) to release embryos. 2-cell to 4-cell embryos were transferred to a slide with an agar pad (2.5% agarose) with 5 μl 1x M9 and a coverslip was placed on top. Embryos were imaged using a Leica MZ16F Stereo Dissecting Microscope mounted with a Nikon DS-Fi3 camera. Embryos were imaged for 6–7 hours taking images at intervals of at least 2 mins with an 11.5x objective lens. Nikon NIS-Elements D v5.41.03 software was used to capture automated time-lapse series. 2-tailed unpaired Welch’s t-test with unequal variance was used to calculate statistical significance. 5–10 embryos were imaged for each genotype.

## Supporting information

S1 Fig (A) Boxplot depicting the median log2 fold change in *xol-1* vs WT for genes enriched in L1 larvae. P-value determined by wilcoxon rank-sum test. L1 larval dataset obtained from Spencer et. al. (2011) [44]. Asterisks indicate level of statistical significance (⁎ *p*<0.05; ⁎⁎ *p*<0.005; ⁎⁎⁎ *p*<0.001, n.s not significant).
(TIF)

S2 Fig (A-B) Representative images of SDC-2 loading assay quantified (A) Fig 3F, 50–100 cell embryos and (B) Fig 3G, 20–50 cell embryos using *sdc-2*::*TY1*::*CeGFP*::*FLAG* and *sdc-2*::*TY1*::*CeGFP*::*FLAG; xol-1* embryos. Staining against the nuclear pore complex (NPC) was used as an internal control. (C) SDC-2/HTZ-1 intensity quantification of staged N2 and *xol-1* embryos at 50–100 cells. P-value determined by Welch’s t-test with two-tailed distribution and unequal variance. p = 2.5 x 10^−10^. 20 embryos were quantified in total for each genotype. Asterisks indicate level of statistical significance (⁎ *p*<0.05; ⁎⁎ *p*<0.005; ⁎⁎⁎ *p*<0.001, n.s not significant).
(TIF)

S3 Fig (A-B) Boxplot showing median log2 fold change in *xol-1* vs WT for (A) hermaphrodite-biased gene set without correction for accelerated embryonic development, p < 2.2 x 10^−16^ or (B) male-biased gene set without correction for accelerated embryonic development, p = 0.0017. p-values obtained from wilcoxon rank-sum test. (C) Gene set enrichment analysis on *xol-1* vs WT dataset using sex-biased gene sets (hermaphrodite-biased, p < 0.001; male-biased, p = 0.023). (D) Log2 fold change in expression of *sdc-1*, *sdc-2* and *sdc-3* from *xol-1*/WT RNA-seq dataset. (E) Log2 fold change in expression of *sdc-1*, *sdc-2* and *sdc-3* in *him-8*/WT RNA-seq dataset. (D-E) Error bars indicate IfcSE standard error. Asterisks indicate level of statistical significance (* *p*<0.05, ** *p*<0.005, *** *p*<0.001, n.s not significant).
(TIF)

S4 Fig (A) RT-qPCR for *met-2* transcripts in *xol-1* mutant and WT late embryos. Error bars indicate standard deviation. Asterisks indicate level of statistical significance (* *p*<0.05, ** *p*<0.005, *** *p*<0.001, n.s not significant). (B) Normalized transcript counts (dcpm) of H3K9me regulators and readers during *C*. *elegans* embryogenesis. Dataset obtained from Boeck et. al. (2016) [42]. (C) Distribution of frequencies of DPY-27 foci formation in N2 and *met-2* embryos at 50–100 cell stages. P-value determined by chi-square test. (D) Representative images from experiment quantified in (C). Embryos scored: N2 = 48, *xol-1* = 52.
(TIF)

## References

[1] CarmiI, MeyerBJ. The primary sex determination signal of Caenorhabditis elegans. Genetics. 1999 Jul;152(3):999–1015. doi: 10.1093/genetics/152.3.999 10388819 PMC1460672

[2] MeyerBJ. Mechanisms of sex determination and X-chromosome dosage compensation. Genetics. 2022 Feb 1;220(2):iyab197. doi: 10.1093/genetics/iyab197 35100381 PMC8825453

[3] SulstonJE, AlbertsonDG, ThomsonJN. The Caenorhabditis elegans male: postembryonic development of nongonadal structures. Dev Biol. 1980 Aug;78(2):542–76. doi: 10.1016/0012-1606(80)90352-8 7409314

[4] WolffJR, ZarkowerD. Chapter 1 Somatic Sexual Differentiation in Caenorhabditis elegans. In: Sex Determination and Sexual Development [Internet]. Academic Press; 2008. p. 1–39. (Current Topics in Developmental Biology; vol. 83). Available from: https://www.sciencedirect.com/science/article/pii/S0070215308004018.10.1016/S0070-2153(08)00401-819118662

[5] LauAC, CsankovszkiG. Balancing up and downregulation of the C. elegans X chromosomes. Current Opinion in Genetics & Development. 2015 Apr 1;31:50–6.25966908 10.1016/j.gde.2015.04.001PMC4470837

[6] LodaA, CollombetS, HeardE. Gene regulation in time and space during X-chromosome inactivation. Nat Rev Mol Cell Biol. 2022 Apr;23(4):231–49. doi: 10.1038/s41580-021-00438-7 35013589

[7] LucchesiJC, KurodaMI. Dosage Compensation in Drosophila. Cold Spring Harb Perspect Biol. 2015 May 1;7(5):a019398. doi: 10.1101/cshperspect.a019398 25934013 PMC4448616

[8] JulienP, BrawandD, SoumillonM, NecsuleaA, LiechtiA, SchützF, et al. Mechanisms and Evolutionary Patterns of Mammalian and Avian Dosage Compensation. PLOS Biology. 2012 May 15;10(5):e1001328. doi: 10.1371/journal.pbio.1001328 22615540 PMC3352821

[9] RhindNR, MillerLM, KopczynskiJB, MeyerBJ. xol-1 acts as an early switch in the C. elegans male/hermaphrodite decision. Cell. 1995 Jan 13;80(1):71–82. doi: 10.1016/0092-8674(95)90452-2 7813020

[10] MillerLM, PlenefischJD, CassonLP, MeyerBJ. xol-1: a gene that controls the male modes of both sex determination and X chromosome dosage compensation in C. elegans. Cell. 1988 Oct 7;55(1):167–83. doi: 10.1016/0092-8674(88)90019-0 3167975

[11] NicollM, AkeribCC, MeyerBJ. X-chromosome-counting mechanisms that determine nematode sex. Nature. 1997 Jul;388(6638):200–4. doi: 10.1038/40669 9217163

[12] PowellJR, JowMM, MeyerBJ. The T-box transcription factor SEA-1 is an autosomal element of the X:A signal that determines C. elegans sex. Dev Cell. 2005 Sep;9(3):339–49. doi: 10.1016/j.devcel.2005.06.009 16139225 PMC2649673

[13] CarmiI, KopczynskiJB, MeyerBJ. The nuclear hormone receptor SEX-1 is an X-chromosome signal that determines nematode sex. Nature. 1998 Nov;396(6707):168–73. doi: 10.1038/24164 9823896

[14] GladdenJM, MeyerBJ. A ONECUT Homeodomain Protein Communicates X Chromosome Dose to Specify Caenorhabditis elegans Sexual Fate by Repressing a Sex Switch Gene. Genetics. 2007 Nov 1;177(3):1621–37. doi: 10.1534/genetics.106.061812 17720939 PMC2147945

[15] FarboudB, NixP, JowMM, GladdenJM, MeyerBJ. Molecular antagonism between X-chromosome and autosome signals determines nematode sex. Genes Dev. 2013 May 15;27(10):1159–78. doi: 10.1101/gad.217026.113 23666922 PMC3672649

[16] FarboudB, NovakCS, NicollM, QuiogueA, MeyerBJ. Dose-dependent action of the RNA binding protein FOX-1 to relay X-chromosome number and determine C. elegans sex. BlackDL, ManleyJL, BurgeCB, editors. eLife. 2020 Dec 29;9:e62963. doi: 10.7554/eLife.62963 33372658 PMC7787662

[17] NusbaumC, MeyerBJ. The Caenorhabditis elegans gene sdc-2 controls sex determination and dosage compensation in XX animals. Genetics. 1989 Jul 1;122(3):579–93. doi: 10.1093/genetics/122.3.579 2759421 PMC1203732

[18] PerryMD, LiW, TrentC, RobertsonB, FireA, HagemanJM, et al. Molecular characterization of the her-1 gene suggests a direct role in cell signaling during Caenorhabditis elegans sex determination. Genes Dev. 1993 Feb 1;7(2):216–28. doi: 10.1101/gad.7.2.216 8436294

[19] TrentC, PurnellB, GavinskiS, HagemanJ, ChamblinC, WoodWB. Sex-specific transcriptional regulation of the C. elegans sex-determining gene her-1. Mechanisms of Development. 1991 Jan 1;34(1):43–55. doi: 10.1016/0925-4773(91)90090-s 1716965

[20] BlauwkampTA, CsankovszkiG. Two Classes of Dosage Compensation Complex Binding Elements along Caenorhabditis elegans X Chromosomes. Molecular and Cellular Biology. 2009 Apr 1;29(8):2023–31. doi: 10.1128/MCB.01448-08 19188444 PMC2663307

[21] ErcanS, DickLL, LiebJD. The C. elegans dosage compensation complex propagates dynamically and independently of X chromosome sequence. Curr Biol. 2009 Nov 17;19(21):1777–87. doi: 10.1016/j.cub.2009.09.047 19853451 PMC2783177

[22] CsankovszkiG, McDonelP, MeyerBJ. Recruitment and Spreading of the C. elegans Dosage Compensation Complex Along X Chromosomes. Science. 2004 Feb 20;303(5661):1182–5. doi: 10.1126/science.1092938 14976312

[23] JansJ, GladdenJM, RalstonEJ, PickleCS, MichelAH, PferdehirtRR, et al. A condensin-like dosage compensation complex acts at a distance to control expression throughout the genome. Genes Dev. 2009 Mar 1;23(5):602–18. doi: 10.1101/gad.1751109 19270160 PMC2658519

[24] DavisMB, JashE, ChawlaB, HainesRA, TushmanLE, TrollR, et al. Dual roles for nuclear RNAi Argonautes in Caenorhabditis elegans dosage compensation. Genetics. 2022 May 1;221(1):iyac033. doi: 10.1093/genetics/iyac033 35234908 PMC9071528

[25] SnyderMJ, LauAC, BrouhardEA, DavisMB, JiangJ, SifuentesMH, et al. Anchoring of Heterochromatin to the Nuclear Lamina Reinforces Dosage Compensation-Mediated Gene Repression. PLOS Genetics. 2016 Sep 30;12(9):e1006341.10.1371/journal.pgen.1006341PMC504517827690361

[26] KimJ, JimenezDS, RagipaniB, ZhangB, StreetLA, KramerM, et al. Condensin DC loads and spreads from recruitment sites to create loop-anchored TADs in C. elegans. TylerJK, editor. eLife. 2022 Nov 4;11:e68745. doi: 10.7554/eLife.68745 36331876 PMC9635877

[27] VielleA, LangJ, DongY, ErcanS, KotwaliwaleC, RechtsteinerA, et al. H4K20me1 Contributes to Downregulation of X-Linked Genes for C. elegans Dosage Compensation. PLOS Genetics. 2012 Sep 13;8(9):e1002933. doi: 10.1371/journal.pgen.1002933 23028348 PMC3441679

[28] WellsMB, SnyderMJ, CusterLM, CsankovszkiG. Caenorhabditis elegans Dosage Compensation Regulates Histone H4 Chromatin State on X Chromosomes. Molecular and Cellular Biology. 2012 May 1;32(9):1710–9. doi: 10.1128/MCB.06546-11 22393255 PMC3347233

[29] BrejcK, BianQ, UzawaS, WheelerBS, AndersonEC, KingDS, et al. Dynamic Control of X Chromosome Conformation and Repression by a Histone H4K20 Demethylase. Cell. 2017 Sep 21;171(1):85–102.e23.28867287 10.1016/j.cell.2017.07.041PMC5678999

[30] KramerM, KranzAL, SuA, WinterkornLH, AlbrittonSE, ErcanS. Developmental Dynamics of X-Chromosome Dosage Compensation by the DCC and H4K20me1 in C. elegans. PLOS Genetics. 2015 Dec 7;11(12):e1005698. doi: 10.1371/journal.pgen.1005698 26641248 PMC4671695

[31] CraneE, BianQ, McCordRP, LajoieBR, WheelerBS, RalstonEJ, et al. Condensin-driven remodelling of X chromosome topology during dosage compensation. Nature. 2015 Jul;523(7559):240–4. doi: 10.1038/nature14450 26030525 PMC4498965

[32] CusterLM, SnyderMJ, FlegelK, CsankovszkiG. The onset of C. elegans dosage compensation is linked to the loss of developmental plasticity. Developmental Biology. 2014 Jan 15;385(2):279–90. doi: 10.1016/j.ydbio.2013.11.001 24252776 PMC3891041

[33] JashE, CsankovszkiG. Chromatin Organization during C. elegans Early Development. DNA. 2024 Mar;4(1):64–83.10.3390/dna4010004PMC1166619139717613

[34] MutluB, ChenHM, MorescoJJ, OreloBD, YangB, GasparJM, et al. Regulated nuclear accumulation of a histone methyltransferase times the onset of heterochromatin formation in C. elegans embryos. Science Advances. 2018 Aug 22;4(8):eaat6224. doi: 10.1126/sciadv.aat6224 30140741 PMC6105299

[35] Gonzalez-SandovalA, TowbinBD, KalckV, CabiancaDS, GaidatzisD, HauerMH, et al. Perinuclear Anchoring of H3K9-Methylated Chromatin Stabilizes Induced Cell Fate in C. elegans Embryos. Cell. 2015 Dec;163(6):1333–47.26607792 10.1016/j.cell.2015.10.066

[36] MutluB, ChenHM, GutnikS, HallDH, Keppler-RossS, MangoSE. Distinct functions and temporal regulation of methylated histone H3 during early embryogenesis. Development. 2019 Oct 10;146(19):dev174516. doi: 10.1242/dev.174516 31540912 PMC6803369

[37] TowbinBD, González-AguileraC, SackR, GaidatzisD, KalckV, MeisterP, et al. Step-Wise Methylation of Histone H3K9 Positions Heterochromatin at the Nuclear Periphery. Cell. 2012 Aug 31;150(5):934–47. doi: 10.1016/j.cell.2012.06.051 22939621

[38] DelaneyCE, MethotSP, KalckV, SeebacherJ, HessD, GasserSM, et al. SETDB1-like MET-2 promotes transcriptional silencing and development independently of its H3K9me-associated catalytic activity. Nat Struct Mol Biol. 2022 Feb;29(2):85–96. doi: 10.1038/s41594-021-00712-4 35102319 PMC8850192

[39] LuzJG, HassigCA, PickleC, GodzikA, MeyerBJ, WilsonIA. XOL-1, primary determinant of sexual fate in C. elegans, is a GHMP kinase family member and a structural prototype for a class of developmental regulators. Genes Dev. 2003 Apr 15;17(8):977–90. doi: 10.1101/gad.1082303 12672694 PMC196039

[40] TangW, SethM, TuS, Shen E zhi, Li Q, Shirayama M, et al. A sex chromosome piRNA promotes robust dosage compensation and sex determination in C. elegans. Dev Cell. 2018 Mar 26;44(6):762–770.e3.29456136 10.1016/j.devcel.2018.01.025PMC5991626

[41] BrennerS. The genetics of Caenorhabditis elegans. Genetics. 1974 May;77(1):71–94. doi: 10.1093/genetics/77.1.71 4366476 PMC1213120

[42] BoeckME, HuynhC, GevirtzmanL, ThompsonOA, WangG, KasperDM, et al. The time-resolved transcriptome of C. elegans. Genome Res. 2016 Oct;26(10):1441–50. doi: 10.1101/gr.202663.115 27531719 PMC5052054

[43] McCarterJ, BartlettB, DangT, SchedlT. On the control of oocyte meiotic maturation and ovulation in Caenorhabditis elegans. Dev Biol. 1999 Jan 1;205(1):111–28. doi: 10.1006/dbio.1998.9109 9882501

[44] SpencerWC, ZellerG, WatsonJD, HenzSR, WatkinsKL, McWhirterRD, et al. A spatial and temporal map of C. elegans gene expression. Genome Res. 2011 Feb;21(2):325–41. doi: 10.1101/gr.114595.110 21177967 PMC3032935

[45] DavisTL, MeyerBJ. SDC-3 coordinates the assembly of a dosage compensation complex on the nematode X chromosome. Development. 1997 Mar 1;124(5):1019–31. doi: 10.1242/dev.124.5.1019 9056777

[46] VilleneuveAM, MeyerBJ. The role of sdc-1 in the sex determination and dosage compensation decisions in Caenorhabditis elegans. Genetics. 1990 Jan 1;124(1):91–114. doi: 10.1093/genetics/124.1.91 2307356 PMC1203913

[47] HsuDR, MeyerBJ. The dpy-30 gene encodes an essential component of the Caenorhabditis elegans dosage compensation machinery. Genetics. 1994 Aug;137(4):999–1018. doi: 10.1093/genetics/137.4.999 7982580 PMC1206076

[48] YonkerSA, MeyerBJ. Recruitment of C. elegans dosage compensation proteins for gene-specific versus chromosome-wide repression. Development. 2003 Dec;130(26):6519–32. doi: 10.1242/dev.00886 14660541

[49] ChuangPT, AlbertsonDG, MeyerBJ. DPY-27: A chromosome condensation protein homolog that regulates C. elegans dosage compensation through association with the X chromosome. Cell. 1994 Nov;79(3):459–74. doi: 10.1016/0092-8674(94)90255-0 7954812

[50] CsankovszkiG, ColletteK, SpahlK, CareyJ, SnyderM, PettyE, et al. Three distinct condensin complexes control C. elegans chromosome dynamics. Curr Biol. 2009 Jan 13;19(1):9–19. doi: 10.1016/j.cub.2008.12.006 19119011 PMC2682549

[51] DawesHE, BerlinDS, LapidusDM, NusbaumC, DavisTL, MeyerBJ. Dosage Compensation Proteins Targeted to X Chromosomes by a Determinant of Hermaphrodite Fate. Science. 1999 Jun 11;284(5421):1800–4. doi: 10.1126/science.284.5421.1800 10364546

[52] BrovermanSA, MeneelyPM. Meiotic mutants that cause a polar decrease in recombination on the X chromosome in Caenorhabditis elegans. Genetics. 1994 Jan 1;136(1):119–27. doi: 10.1093/genetics/136.1.119 8138150 PMC1205764

[53] PhillipsCM, WongC, BhallaN, CarltonPM, WeiserP, MeneelyPM, et al. HIM-8 Binds to the X Chromosome Pairing Center and Mediates Chromosome-Specific Meiotic Synapsis. Cell. 2005 Dec 16;123(6):1051–63. doi: 10.1016/j.cell.2005.09.035 16360035 PMC4435792

[54] HodgkinJ. Male phenotypes and mating efficiency in Caenorhabditis elegans. Genetics. 1983 Jan 1;103(1):43–64. doi: 10.1093/genetics/103.1.43 17246100 PMC1202023

[55] SubramanianA, TamayoP, MoothaVK, MukherjeeS, EbertBL, GilletteMA, et al. Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proceedings of the National Academy of Sciences. 2005 Oct 25;102(43):15545–50. doi: 10.1073/pnas.0506580102 16199517 PMC1239896

[56] MeyerBJ, McDonelP, CsankovszkiG, RalstonE. Sex and X-chromosome-wide repression in Caenorhabditis elegans. Cold Spring Harb Symp Quant Biol. 2004;69:71–9. doi: 10.1101/sqb.2004.69.71 16117635

[57] KalinavaN, NiJZ, PetermanK, ChenE, GuSG. Decoupling the downstream effects of germline nuclear RNAi reveals that H3K9me3 is dispensable for heritable RNAi and the maintenance of endogenous siRNA-mediated transcriptional silencing in Caenorhabditis elegans. Epigenetics & Chromatin. 2017 Feb 15;10(1):6. doi: 10.1186/s13072-017-0114-8 28228846 PMC5311726

[58] DelaneyCE, MethotSP, GuidiM, KaticI, GasserSM, PadekenJ. Heterochromatic foci and transcriptional repression by an unstructured MET-2/SETDB1 co-factor LIN-65. Journal of Cell Biology. 2019 Feb 8;218(3):820–38. doi: 10.1083/jcb.201811038 30737265 PMC6400574

[59] PadekenJ, MethotS, ZellerP, DelaneyCE, KalckV, GasserSM. Argonaute NRDE-3 and MBT domain protein LIN-61 redundantly recruit an H3K9me3 HMT to prevent embryonic lethality and transposon expression. Genes Dev. 2021 Jan 1;35(1–2):82–101. doi: 10.1101/gad.344234.120 33303642 PMC7778263

[60] RamakrishnanS, WayneNL. Impact of bisphenol-A on early embryonic development and reproductive maturation. Reproductive Toxicology. 2008 Feb 1;25(2):177–83. doi: 10.1016/j.reprotox.2007.11.002 18191535

[61] BarnesFL. The effects of the early uterine environment on the subsequent development of embryo and fetus. Theriogenology. 2000 Jan 15;53(2):649–58. doi: 10.1016/s0093-691x(99)00264-2 10735056

[62] IzadyarF, ColenbranderB, Bevers M m. In vitro maturation of bovine oocytes in the presence of growth hormone accelerates nuclear maturation and promotes subsequent embryonic development. Molecular Reproduction and Development. 1996;45(3):372–7.8916049 10.1002/(SICI)1098-2795(199611)45:3<372::AID-MRD15>3.0.CO;2-0

[63] MoreiraF, Paula-LopesFF, HansenPJ, BadingaL, ThatcherWW. Effects of growth hormone and insulin-like growth factor-I on development of in vitro derived bovine embryos. Theriogenology. 2002 Jan 15;57(2):895–907. doi: 10.1016/s0093-691x(01)00694-x 11991392

[64] SuZ, DaiZ, QinF, ZhangH, ZhengM, ZhuY, et al. Valbenazine promotes body growth via growth hormone signaling during zebrafish embryonic development. Toxicology and Applied Pharmacology. 2023 Oct 15;477:116674. doi: 10.1016/j.taap.2023.116674 37648088

[65] EncaladaSE, MartinPR, PhillipsJB, LyczakR, HamillDR, SwanKA, et al. DNA Replication Defects Delay Cell Division and Disrupt Cell Polarity in Early *Caenorhabditis elegans* Embryos. Developmental Biology. 2000 Dec 15;228(2):225–38.11112326 10.1006/dbio.2000.9965

[66] HolwayAH, KimSH, La VolpeA, MichaelWM. Checkpoint silencing during the DNA damage response in Caenorhabditis elegans embryos. Journal of Cell Biology. 2006 Mar 20;172(7):999–1008. doi: 10.1083/jcb.200512136 16549501 PMC2063758

[67] LinCH, SaS, ChandJ, RankinCH. Dynamic and Persistent Effects of Ethanol Exposure on Development: An In Vivo Analysis During and After Embryonic Ethanol Exposure in Caenorhabditis elegans. Alcoholism: Clinical and Experimental Research. 2013;37(s1):E190–8.22725623 10.1111/j.1530-0277.2012.01856.x

[68] GálikováM, KlepsatelP, SentiG, FlattT. Steroid hormone regulation of C. elegans and Drosophila aging and life history. Experimental Gerontology. 2011 Feb 1;46(2):141–7. doi: 10.1016/j.exger.2010.08.021 20854888

[69] SteinLD, BaoZ, BlasiarD, BlumenthalT, BrentMR, ChenN, et al. The Genome Sequence of Caenorhabditis briggsae: A Platform for Comparative Genomics. PLOS Biology. 2003 Nov 17;1(2):e45. doi: 10.1371/journal.pbio.0000045 14624247 PMC261899

[70] LucchettaEM, LeeJH, FuLA, PatelNH, IsmagilovRF. Dynamics of Drosophila embryonic patterning network perturbed in space and time using microfluidics. Nature. 2005 Apr;434(7037):1134–8. doi: 10.1038/nature03509 15858575 PMC2656922

[71] NambaR, PazderaTM, CerroneRL, MindenJS. Drosophila embryonic pattern repair: how embryos respond to bicoid dosage alteration. Development. 1997 Apr;124(7):1393–403. doi: 10.1242/dev.124.7.1393 9118810

[72] CabiancaDS, Muñoz-JiménezC, KalckV, GaidatzisD, PadekenJ, SeeberA, et al. Active chromatin marks drive spatial sequestration of heterochromatin in C. elegans nuclei. Nature. 2019 May;569(7758):734–9. doi: 10.1038/s41586-019-1243-y 31118512

[73] LiuT, RechtsteinerA, EgelhoferTA, VielleA, LatorreI, CheungMS, et al. Broad chromosomal domains of histone modification patterns in C. elegans. Genome Res. 2011 Feb 1;21(2):227–36. doi: 10.1101/gr.115519.110 21177964 PMC3032926

[74] PraitisV, CaseyE, CollarD, AustinJ. Creation of low-copy integrated transgenic lines in Caenorhabditis elegans. Genetics. 2001 Mar;157(3):1217–26. doi: 10.1093/genetics/157.3.1217 11238406 PMC1461581

[75] SarovM, MurrayJI, SchanzeK, PozniakovskiA, NiuW, AngermannK, et al. A genome-scale resource for in vivo tag-based protein function exploration in C. elegans. Cell. 2012 Aug 17;150(4):855–66. doi: 10.1016/j.cell.2012.08.001 22901814 PMC3979301

[76] HoogewijsD, HouthoofdK, MatthijssensF, VandesompeleJ, VanfleterenJR. Selection and validation of a set of reliable reference genes for quantitative sod gene expression analysis in C. elegans. BMC Molecular Biol. 2008 Jan 22;9(1):9.10.1186/1471-2199-9-9PMC225463818211699

[77] MartinM. Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet.journal. 2011 May 2;17(1):10–2.

[78] Babraham Bioinformatics—FastQC A Quality Control tool for High Throughput Sequence Data [Internet]. [cited 2024 Feb 27]. Available from: https://www.bioinformatics.babraham.ac.uk/projects/fastqc/.

[79] PatroR, DuggalG, LoveMI, IrizarryRA, KingsfordC. Salmon: fast and bias-aware quantification of transcript expression using dual-phase inference. Nat Methods. 2017 Apr;14(4):417–9.28263959 10.1038/nmeth.4197PMC5600148

[80] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biology. 2014 Dec 5;15(12):550. doi: 10.1186/s13059-014-0550-8 25516281 PMC4302049

[81] PettyEL, ColletteKS, CohenAJ, SnyderMJ, CsankovszkiG. Restricting Dosage Compensation Complex Binding to the X Chromosomes by H2A.Z/HTZ-1. PLOS Genetics. 2009 Oct 23;5(10):e1000699. doi: 10.1371/journal.pgen.1000699 19851459 PMC2760203

How the deposited data were processed for this re-analysis (not part of the article)

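RNA from 19 libraries was used, in 3 experiments with controls of their own: *xol-1* and WT early embryos (3 libraries each), *xol-1* and WT L1 larvae (3 and 4 libraries), and *him-8* and WT early embryos (3 libraries each). The condition of each library was taken from the labels of the samples, which also give the replicate number, and no library was left out. The methods state 4 replicates for the larvae.

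The authors made poly-A directional libraries, sequenced them as paired ends, trimmed the reads with CutAdapt, and quantified them with Salmon against WBcel235. The authors deposited a table per experiment whose values are in FPKM, each normalized on its own, for 21975 genes, of which 19860 (90.4%) have a gene name in the annotation used here. The authors also deposited a table of each comparison, made with DESeq2, that holds a log2 fold change of mutant over WT and an adjusted p-value. How the totals behind the FPKM values were set is not stated in the text of the paper. Those tables of comparisons were used only where values are marked as the authors'.

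Levels were taken to log2 after 0.1 FPKM had been added, and genes with at least 0.5 FPKM in at least 3 libraries of a table were tested. The test was limma 3.58.1 in R 4.3.3 with a variance trend, two-sided, with Benjamini-Hochberg adjustment over the genes tested. A gene was counted at an adjusted p under 0.05 and an absolute log2 fold change over 1.5. Means, SD and SE are of the libraries of a group, and a gene's SE is that of limma's log2 fold change. Levels were tested only within a table. The difference between stages was tested as an interaction in limma, each change taken within its own table. Sets and lists were tested with camera at a preset correlation of 0.01 between genes, with fry and the Wilcoxon rank-sum test as alternatives, and adjusted over the 11 lists or the 4 set tests of a family. Measures with a single value per library were compared with exact permutation tests. For sets and lists, every split of the libraries of a table was also computed, an exact permutation added after the results were seen. Its measure was the size, without sign, of the set's median minus the median of the other genes. A split is said to give a median as large by this measure. For 3 libraries against 3 there are 10 splits, and the share cannot go under 0.1.

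Read totals are not part of the deposited tables, so no interval for counting error was computed. Relative depth was read from the ratios of the lowest values, over the lowest 4% of genes, within a tolerance of 0.5%, and in simulated libraries it was found to within 0.183%. The test for single genes was tested on simulated data with the spread of each table and 200 genes changed by 2 on the log2 scale. Of the 194, 190 and 192 changed genes that passed the filter in the early embryo, larval and *him-8* designs, it found 162, 162 and 153 (83.5%, 85.3% and 79.7%), with 3, 0 and 5 unchanged genes counted, and 0 genes in data without change. The interaction found 82.4% of 193 simulated differences, beside 24 unchanged genes. Of 100 random sets, 3, 0 and 4 had a camera p under 0.05.

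The genes named are those the paper names for its sequencing data, *her-1* and the signal elements of its introduction, members of the lists, and for each comparison the 5 largest rises and the 5 largest falls. Rises and falls were ranked by log2 fold change among genes past both thresholds whose groups did not overlap and whose mean in the higher group was at least 5 FPKM. The lists hold 218 genes, 2 of which had no match among the gene names: maternal transcripts cleared in early embryos, genes of the first zygotic cell cycles, late differentiation, cell fate, beta-oxidation, the dosage compensation complex, sex determination, H3K9 regulators, sperm, major sperm proteins (msp), and adult carryover. The lists, the rule for named genes, the tests and the alternatives were set before the data were examined.

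The alternatives were 0.5 or 1 FPKM added before the log2, no filter, a filter of 5 FPKM, median-ratio scaling, quantile normalization, limma without the trend, array weights, a block for the replicate number, a fold change threshold of 1, and each library left out in turn. For the sets they were also fry, the Wilcoxon test, sets from the authors' deposited *him-8* comparison, and sets without X-linked genes, without sperm and msp genes, and without genes that follow embryo age. Alternatives added after seeing the data are named as such. The gene ontology and enrichment analyses of the study, its time course of embryogenesis and its lists of early and late genes were not used here. Imaging, viability and RT-qPCR results are not analysed here.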

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

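In this part, the tests on the left end of X, the sperm and msp lists, the adult carryover list, the beta-oxidation list in *him-8* embryos and the level of genes in L1, and the counts over other splits of the libraries for these results, were chosen only after the result was seen.

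Among the 4 WT L1 libraries, replicate 4 lay far from the others in 3 measures. Its summed level was 98.2 FPKM for the sperm list, where the others ran from 3.01 to 11.6, and 322 FPKM for the msp list, where the others ran from 3.98 to 22.2. Its gap to the nearest library was 0.910 of the whole range for the sperm list and 0.943 for the msp list, past the critical value of Dixon's test for 4 libraries. For *set-25*, at 15.7 FPKM against 14.7 to 14.8 in the others, the gap was 0.868. Of 33 measures of these 4 libraries tested in this way, sums and medians of lists and levels of genes, 3 passed. A single measure passes by chance about 1 in 20 times, but the measures share genes and libraries, so the number expected by chance is not known. No explanation, technical or biological, was tested for this library. Without it, 44 genes were higher in *xol-1* L1 larvae, against 34 with it.

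The effect of *xol-1* differed between early embryos and L1 for 5 of the genes the paper names, in the interaction test. The effect in early embryos minus that in L1 was 2.06 for *met-2*, 1.57 for *set-25*, 1.279 for *set-32*, -0.59 for *nrde-3* and -0.86 for *sdc-2*. A level near the floor in L1 would hide a change there, and the tables argue against it, since the lowest WT L1 mean among these genes was 1.84 FPKM, for *set-32*. Over 100 drawn splits of the libraries, the real one included, only the real 1 gave as many genes with a difference between stages as the 4270 found, and the next gave 3725. These splits shuffle the genotypes at both stages, so they do not test whether the effect is the same at both. A difference in embryo age between the WT and *xol-1* embryos may enter the early embryo effect, and it stays open, as does an effect of *xol-1* limited to embryos.

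At the left end of chromosome X, from 261 to 239177, genes that the paper does not discuss were near 0 in the WT early embryos of the *xol-1* experiment and expressed in *xol-1*. Of the 25 genes there with at least 1 FPKM in *xol-1* early embryos, 19 averaged under 0.1 FPKM in those WT embryos. The median over the 25 genes was 0.00448 FPKM in these WT embryos and 5.84 FPKM in *xol-1*. In the other tables, normalized separately, it was 7.14 FPKM in WT of the *him-8* experiment and 5.91 FPKM in WT L1. Of 27 genes tested in the stretch, 23 (85.2%) were counted as higher in *xol-1*, against 65 of 2104 (3.09%) elsewhere on X. In L1, limma found 0 of 32 genes tested in the stretch at an adjusted p under 0.05, with 2 at an unadjusted p under 0.05 and 0 in the authors' deposited table. Reads assigned to near-identical copies would lower these genes in every WT library, and 24 of the 25 genes were at 0.1 FPKM or more in WT L1, which argues against that. A deletion or other variant in the strain behind these WT libraries is a candidate explanation. All but 6 of the 25 genes were under 0.1 FPKM, but 4 genes in the stretch averaged at least 1 FPKM in these WT embryos: *set-28*, *T08D2.4*, WBGene00021342 and WBGene00235377. Repression by *xol-1* of these genes would also give low WT levels, but all 25 genes were at 0.1 FPKM or more in the WT embryos of the *him-8* experiment, which carry an intact *xol-1*. These levels, with a median of 7.14 FPKM, argue against a repression by *xol-1* in WT early embryos in general. A repression limited to embryos of a certain age cannot be told apart from a strain variant. Genotype and WT stock change together in the *xol-1* experiment, and the embryos of the experiments may differ in age. Without this stretch, an alternative added after seeing the data, 443 genes were higher in *xol-1* early embryos.

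The msp genes, which the paper does not discuss, had a median log2 fold change of -3.01 in *xol-1* early embryos, with 28 of 28 tested lower and past both thresholds. The sperm list had a median of -2.82, with 19 of 19 tested lower and 17 past both thresholds. The camera p was 1.1e-15 and 1.6e-09 (fry p = 9.0e-04 and 4.8e-04) beside the exact count of splits. More adult animals in the WT preparations would also raise other adult transcripts there, and the tables argue against it, since the adult carryover list had a median of 1.26, higher in *xol-1*. RNA of sperm in the WT preparations is a candidate explanation. Apart from both lists, 90 tested genes were over 8-fold higher in WT L1 replicate 4, the WT L1 library with the highest sperm sum, than in WT L1 replicates 1 and 2, and 72.2% of them were lower in *xol-1* early embryos, against 9.14% of all genes tested. Of the 1354 lower genes, 1244 lie outside such genes and the lists. The lists are short and such genes were picked from a single L1 library, so this does not bound the part that sperm RNA may hold. Over the 10 splits of the 6 libraries, 1, the real one, gave a median as large for the msp list, and also 1 for the sperm list, and 10 splits cannot give a share under 0.1. The age of the mothers, and with it how many sperm they held, was not tested and stays open. In L1 the medians were -1.56 for the msp list and -1.92 for the sperm list (camera p = 0.128 and 0.0967), with 0 of 9 and 0 of 4 genes at an adjusted p under 0.05 in limma, 0 and 2 at an unadjusted p, and 0 in the authors' deposited table. Before adjustment over the lists, both were under 0.05 in L1 without the filter, where camera gave 0.0101 for msp and 0.0350 for sperm. They were also under 0.05 without WT replicate 2, where camera gave 0.0253 and 0.0291. With libraries left out in turn, the larval medians ranged from -2.51 to -0.706 for msp and from -2.73 to -0.716 for sperm.

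The adult carryover list, transcripts of the adult intestine and cuticle, was higher in *xol-1* at both stages, and the paper does not discuss these genes. Its median log2 fold change was 1.26 in early embryos, with 9 of 9 higher, each at an adjusted p under 0.05 (camera p = 2.4e-05, fry p = 0.00385, exact permutation with 1 of 10 splits as large). The summed level went from 6503 ± 1690.0 to 20914 ± 497 FPKM (SD, n = 3 each). In WT early embryos of the *him-8* experiment, normalized separately, it was 2.65 ± 2.34 FPKM (SD, n = 3). The level of these genes thus differed widely between WT early embryo preparations, without a *xol-1* mutation. In L1 the median was 1.86, with 9 of 9 higher (camera p = 0.00145, adjusted p = 0.00531, fry p = 0.0474, exact permutation with 2 of 35 splits as large), at a summed level of 12.5 ± 10.6 (SD, n = 4) and 33.4 ± 7.36 FPKM (SD, n = 3). No gene of the list reached an adjusted p under 0.05 in L1 with limma, while 6 had an unadjusted p under 0.05, 4 passed when adjusted over the list alone, and 4 in the authors' deposited table. The splits include the real one, and the larval result is within what splits without regard to genotype gave in more than 1 of 20 cases. More adult animals in the *xol-1* preparations would be expected to bring muscle and epidermal transcripts too, and the late differentiation list had a median of -0.27, with members on both sides. Such carryover and an effect of *xol-1* on these genes cannot be told apart, because no library measures the adults alone and embryos also express the late differentiation genes.

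In *him-8* early embryos the beta-oxidation list, which the paper does not discuss for this strain, had a median log2 fold change of 0.91, with 14 of 16 higher (camera p = 9.4e-09, fry p = 1.2e-05). An adjusted p under 0.05 was reached by 11 genes over all genes tested and by 12 adjusted over the list alone. *ech-1.1* rose from 18.5 ± 5.46 to 456 ± 20.6 FPKM (SD, n = 3 each), a log2 fold change of 4.65. The scaling between libraries is argued against, since the median was 0.88 with quantile normalization. Over the 10 splits of the libraries 1, the real one, gave a median as large, and 10 splits cannot give a share under 0.1. The sex of the embryos, the *him-8* mutation and the food or age of the mothers may each contribute and were not tested.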

How the results depend on the processing

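The settings that use the authors' deposited tables for both sets and fold changes, and those that leave out the left end of X, genes absent from the WT embryos of the *him-8* experiment, or genes more than 2-fold apart between WT L1 and WT early embryos, were chosen only after the result was seen. The alternatives set at the start were run, but only in part for the difference between stages. That test was repeated with 1 FPKM added, with a block for the replicate number and with each library left out. The cause of each change below was not tested unless it is stated. For lists, sets and the X chromosome the threshold in this part is an unadjusted p under 0.05 of the set test, and for single genes an adjusted p under 0.05. Of the settings set at the start, over 31 results that answer a comparison, 257 kept the direction and the side of the threshold, 28 moved a value or a count, 12 brought a result past the threshold, 4 took it back and 13 reversed a direction. With libraries left out in turn the numbers were 180, 18, 12, 6 and 12. Over 81 single genes, lists and differences, 625 settings kept the call, 13 brought it past the threshold, 19 took it back and 3 reversed it, and with libraries left out 487, 11, 40 and 13.

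The counts of differentially expressed genes kept more lower than higher genes in *xol-1* early embryos, and fewer in L1 than in early embryos, under every setting. With 1 FPKM added before the log2 they were 265 higher and 609 lower in *xol-1* early embryos, 12 and 17 in L1, and 120 and 29 in *him-8*. With 0.5 FPKM added the lower genes were 880 in *xol-1* early embryos and 44 in *him-8*. The stricter filter, with fewer genes tested, gave 294 and 540, 10 and 14, and 118 and 30. A fold change threshold of 1 gave 1116 and 2043, 102 and 138, and 369 and 247. Without the filter 60 genes were higher in L1. Array weights gave 329 higher and 370 lower in *him-8*. With genes absent from the WT embryos of the *him-8* experiment left out, 807 were lower in *xol-1* early embryos. Median-ratio scaling tests nothing here, since the deposited values were already scaled so that the factor was nearly the same in every library of a table. No scaling moved the median of all genes by more than 0.1: it was 0.0247 as deposited and 0.0386 with quantile normalization in *xol-1* early embryos.

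With libraries left out in turn, the lower genes ranged from 799 to 1372 in *xol-1* early embryos, the higher genes from 14 to 44 in L1 and from 91 to 294 in *him-8*, and the lower genes from 5 to 412 in *him-8*. In the *him-8* experiment the highest counts came without WT replicate 3, the lowest number of lower genes without WT replicate 2, and the lowest number of higher genes without *him-8* replicate 2. A gene expressed in a single group of 3 cannot pass the filter with a library of that group left out. The filter may therefore account for part of the lower counts. The correlation of WT replicate 3 was 0.966 to 0.968 with the *him-8* libraries, 0.968 with WT replicate 2 and 0.949 with WT replicate 1.

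A block for the replicate number gave 25 lower genes in L1 and 108 higher and 13 lower in *him-8*. In *him-8* it left 163 genes with an adjusted p under 0.05. With the sets from that fit, the hermaphrodite-biased median was 0.26 in *xol-1* early embryos, where camera gave 0.249, and 0.0568 in L1, the reverse of the direction at the claim. With the block, the adjusted p in *him-8* embryos was 0.138 for *sdc-2* and 0.119 for *sdc-3*. It was 0.112, 0.107 and 0.106 for *T04A6.2*, *cpr-5* and *abu-1*. The difference between stages for *cec-4* was -0.57 with the block, with an adjusted p of 0.0322. The numbers do not pair the libraries: deviations of same-numbered libraries had correlations of 0.166, 0.148 and 0.0799 in *xol-1* early embryos, -0.0166, 0.0051 and -8.4e-04 in L1, and 0.0734, -0.151 and -0.295 in the *him-8* experiment.

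For the male-biased genes in *xol-1* early embryos the median reversed to -0.31 with array weights, -0.21 without the filter, -0.0826 with quantile normalization, -0.0209 with sets from the authors' deposited *him-8* comparison, and -0.43 with sets and fold changes from the deposited tables. It passed the threshold, higher in *xol-1*, at 0.13 with 1 FPKM added, 0.50 with the stricter filter, 0.63 without age-following genes and 0.77 without genes more than 2-fold apart between WT L1 and WT early embryos, and fry passed at the median of 0.0081. With libraries left out it ranged from -0.56 to 0.30, and the hermaphrodite-biased median from 0.29 to 0.91. In L1 the hermaphrodite-biased median passed the threshold at -0.19 with 1 FPKM added, -0.11 with sets from the deposited comparison, -0.14 without X-linked genes and with fry at -0.13, and with libraries left out it ranged from -0.20 to 0.89. The male-biased median in L1 passed with fry and the Wilcoxon test at 0.0697 and at 0.0885 without age-following genes, reversed to -0.0088 without the filter, and ranged from 0.0051 to 0.0812 with libraries left out. No sperm or msp gene is in either set, so leaving those genes out tests nothing.

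The stage index in *xol-1* early embryos moved to -1.43 with the stricter filter. That of *him-8* ranged from -0.97 to 0.0220 with libraries left out, where it reversed without WT replicate 1. In *him-8* the median of the maternal list reversed to 0.0173 with the stricter filter, 0.03999 with quantile normalization and 0.11 with array weights, and ranged from -0.30 to 0.46 with libraries left out. The zygotic list passed at 0.62 with array weights and ranged from 0.18 to 0.70. The late differentiation list, whose adjusted camera p of 0.0802 was not under 0.05 to begin with, had an unadjusted p over 0.05 at -0.34 with quantile normalization and at -0.41 with fry, and ranged from -0.61 to -0.28. The difference between X and the autosomes in *xol-1* early embryos reversed to 0.0098 without the filter, 0.11 with quantile normalization and 9.1e-04 with array weights, and ranged from -0.10 to 0.0228. That in L1 reversed to -0.0091 with the stricter filter and ranged from -0.0021 to 0.0162, and that in *him-8* no longer passed with fry, at -0.24. The correlation between the fold changes of *xol-1* and *him-8* was -0.144 with the stricter filter and ranged from -0.252 to -0.147.

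Without the filter the msp list passed at 1.27 in *him-8* and at -1.58 in L1, and the sperm list at -0.99 in L1. Without WT replicate 2 they passed in L1 at -2.51 for msp and -2.73 for sperm. With other libraries left out these medians went as near to 0 as -0.706 and -0.716. The cell fate list passed at 0.20 in *him-8* with array weights. For the list of the dosage compensation complex in *xol-1* early embryos, whose adjusted camera p of 0.0570 was not under 0.05 to begin with, the unadjusted camera value went from 0.0415 to 0.0540 without the trend, 0.0774 without *xol-1* replicate 2 and 0.152 without *xol-1* replicate 3. The sex determination list reversed with the stricter filter, to 0.11 in *xol-1* early embryos and 0.0039 in L1. With libraries left out, the zygotic list in L1 ranged from -0.13 to 0.0782, the cell fate list in L1 from -0.0326 to 0.0603, and *sdc-1* in *xol-1* early embryos from -0.0440 to 0.0909. The difference between stages for *arle-14* reversed to 0.0919 with 1 FPKM added and ranged from -0.46 to 0.43. In *xol-1* early embryos *met-2*, *arle-14*, *set-25*, *set-32*, *nrde-3*, *cec-4* and *sdc-2* kept their direction and side of the threshold under every setting and with every library left out. So did the lists of maternal transcripts, zygotic genes, cell fate and beta-oxidation genes there. Depth limits what can be said of genes near the floor, such as *xol-1*, whose level is 0 in 1 mutant library.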

Differences from the paper's values

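The setting that takes both sets and fold changes from the authors' deposited tables was chosen only after the result was seen.

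For the male-biased genes in *xol-1* early embryos (S3B Fig), the paper's Wilcoxon p is 0.0017, and the value here was 0.939. None of the alternatives set before the data were examined brought the p to within 1.5 times the paper's. It was 0.00736 with array weights, at a median log2 fold change of -0.31, and 0.00981 without *him-8* replicate 1, at a median of 0.30, with the genes higher in *xol-1*. It was smaller than the paper's, 2.1e-06, without WT replicate 3 of the *him-8* experiment, at a median of -0.56. It was also smaller, but with the genes higher in *xol-1*, at 1.7e-07 without age-following genes and 9.4e-07 with the stricter filter. With sets and fold changes from the authors' deposited tables, chosen after seeing the values, it was 0.00632, at a median of -0.43.

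The authors' deposited table has 53 genes higher in *xol-1* L1 larvae as the paper's value, and the count here was 34. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's without the filter (60), with array weights (38), without WT replicate 3 (38) and without WT replicate 4 (44). It was not with 1 FPKM added (12), 0.5 FPKM added (26), the stricter filter (10), median-ratio scaling (35), quantile normalization (33), limma without the trend (29), a block for the replicate number (27), a fold change threshold of 1 (102), without WT replicate 1 (32), without WT replicate 2 (28), or without *xol-1* replicate 1, 2 or 3 (14, 18 and 22).

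The authors' deposited table has 309 genes lower in *him-8* early embryos as the paper's value, and the count here was 68. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with array weights (370), with a fold change threshold of 1 (247) and without WT replicate 3 (412). It was not with 1 FPKM added (29), 0.5 FPKM added (44), no filter (78), the stricter filter (30), median-ratio scaling (68), quantile normalization (59), limma without the trend (59), a block for the replicate number (13), without WT replicate 1 or 2 (23 and 5), or without *him-8* replicate 1, 2 or 3 (19, 16 and 28).

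The paper states that male-biased genes are lower in *xol-1* early embryos, before and after its filter for embryo age. Here their median log2 fold change was 0.0081, and 0.63 without age-following genes. The alternatives that gave a lower median are array weights (-0.31), no filter (-0.21), quantile normalization (-0.08), the sets from the authors' deposited *him-8* comparison (-0.02), and some libraries left out, down to -0.56. The paper gives a smaller Wilcoxon p for the hermaphrodite-biased genes in *xol-1* early embryos than the 1.1e-09 found here, where 60 genes were tested. It was smaller than this with array weights, which put 314 genes in that test, with the sets from the authors' deposited *him-8* comparison, which put 211 in it, and without WT replicate 1, WT replicate 2 or *xol-1* replicate 1 of the *xol-1* experiment or WT replicate 3 of the *him-8* experiment. With the deposited tables, chosen after seeing the values, it was 3.8e-54.

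The paper states that all of the *sdc* genes were significantly higher in *him-8*. Here *sdc-1* had a log2 fold change of 0.52 with an adjusted p of 0.127, and in the authors' deposited table the adjusted p is 0.0891. It passed with array weights (0.72, adjusted p = 2.6e-04) and without WT replicate 3 (0.71, adjusted p = 0.00933).

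The paper states that genes enriched in early embryos are lower in *xol-1* and that genes enriched in late embryos are higher. The lists tested here are others than the paper's. The zygotic list was lower (-1.39), the maternal list was higher (0.61), the late differentiation list had a median of -0.27, and the stage index fell by 0.80 in *xol-1*.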

Other observations

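In this part, the counts over other splits of the libraries for the sets, the lists, the X chromosome and the difference between stages, and the tests without genes more than 2-fold apart between WT L1 and WT early embryos or without genes absent from the WT of the *him-8* experiment, were chosen only after the result was seen.

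The counts of differentially expressed genes were compared with those from other splits of the same libraries. In early embryos of the *xol-1* experiment, 1 of 10 splits, the real one, gave as many genes, and the largest count in another split was 2. In L1 1 of 35 splits, the real one, gave as many, with at most 5 genes in another split, which argues against a chance division of the libraries there. In the *him-8* experiment it was 1 of 10, with at most 2 genes in another split. With 3 libraries against 3 the share cannot go under 0.1.

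The *xol-1* early embryo libraries were shallower than those of WT, and genes near the floor made up more of the differentially expressed genes than of the genes tested. Both conditions set for depth as the explanation were therefore met. The larval libraries had a like gap in depth, and there 61 of the 76 differentially expressed genes had a mean under 5 FPKM, against 1104 in early embryos. In early embryos 716 of the differentially expressed genes had a mean of at least 5 FPKM, 7.46% of the 9593 tested at that level, which depth is unlikely to give.

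Sperm RNA in the *him-8* preparations was tested as a source of the male-biased genes, and 0 of the 212 were on the sperm or msp lists. That is the number from limma's calls, and of the genes on these lists that were tested in this experiment, 5 sperm genes and 1 msp gene, 0 of the sperm genes and 1 msp gene had an unadjusted p under 0.05, and 0 passed in the authors' deposited table. The median log2 fold change was 0.05 for the sperm list (camera p = 0.677, exact permutation with 6 of 10 splits as large) and 2.12 for the msp gene. The summed level was 6.46 ± 1.29 in WT and 7.21 ± 1.50 FPKM in *him-8* for the sperm list, and 2.08 ± 0.770 and 17.6 ± 21.8 FPKM for the msp list (SD, n = 3 each), with 42.7 FPKM in *him-8* replicate 3. Without the filter the msp list had a median of 1.27 in *him-8*, where camera gave 2.3e-04. A trace of sperm RNA in the *him-8* preparations therefore stays open, while the values argue against it as the source of the male-biased genes as a set. Of the hermaphrodite-biased genes 8.82% and of the male-biased genes 6.60% were X-linked, against 15.2% of the genes tested.

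Embryo age was tested as the source of the higher hermaphrodite-biased genes in *xol-1* early embryos. With quantile normalization the set was drawn anew, with 46 genes tested, and the median was 0.87. For that set this argues against the scaling between libraries, but the genes and the scaling changed together. Without the genes that are higher in WT L1 than in WT early embryos it was 0.75, but that filter bears only on older *xol-1* embryos. The maternal list (0.61) and the stage index (-0.80) go in the direction of younger ones, and genes that fall with age stay in the set. The maternal list was also higher in *xol-1* L1, with a median of 0.59, and the adult carryover list was higher in these embryos, with a median of 1.26. The rise of the maternal list, and with it the fall of the index, therefore cannot be assigned to embryo age alone. Without genes more than 2-fold apart in either direction it was 0.62, but genes that change within embryogenesis and return by L1 stay in. Embryo age and an effect of *xol-1* therefore cannot be told apart for these genes. Over the 10 splits of the libraries 1, the real one, gave a median as large. With *him-8* replicate 1, *him-8* replicate 2 or WT replicate 2 of the *him-8* experiment left out, the set test no longer passed. The sets then held 19, 16 and 5 genes, with medians of 0.29, 0.40 and 0.71.

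For the male-biased genes the paper reports lower levels in *xol-1*, and neither explanation could be decided. Without age-following genes the median was 0.63, but the WT early embryo libraries stand on both sides of that filter and the median of the whole set was already near 0, so embryo age and an effect of *xol-1* cannot be told apart for these genes. With quantile normalization the median was -0.0826, and for a median near 0 over genes that go both ways the scaling between libraries and an effect of *xol-1* cannot be told apart either. Over the 10 splits 6 gave a median as large as the real one. In L1, 2 of 35 splits gave a median as large for the hermaphrodite-biased genes and 5 of 35 for the male-biased genes, within what splits without regard to genotype may give.

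For each of the lists of maternal transcripts, zygotic genes, cell fate genes and beta-oxidation genes in *xol-1* early embryos, 1 of 10 splits, the real one, gave a median as large. In L1 the maternal list had a median log2 fold change of 0.59, with 22 of 23 higher (camera p = 1.5e-05, adjusted p = 1.7e-04, fry p = 0.00264), 6 genes at an adjusted p under 0.05 and 9 adjusted over the list alone, and in an exact permutation 1 of 35 splits, the real one, gave a median as large, which argues against a chance division. The late differentiation list had a larval median of -0.16, with 18 of 22 lower (camera p = 2.6e-04, adjusted p = 0.00145, fry p = 0.00644) and 9 genes at an adjusted p under 0.05, over all genes and over the list alone, and in an exact permutation 3 of 35 splits gave a median as large.

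The remaining lists had no claim beside them. In *xol-1* early embryos the list of the dosage compensation complex had a median of -0.24 (camera p = 0.0415, adjusted p = 0.0570, fry p = 0.0295, exact permutation with 1 of 10 splits as large), with 4 of 10 genes at an adjusted p under 0.05 and 3 adjusted over the list alone. The sex determination list had a median of -0.25 (camera p = 0.472, exact permutation with 1 of 10 splits as large), with 6 genes and 7 adjusted over the list alone. The H3K9 list had a median of 0.36 (camera p = 0.254, fry p = 0.00771, exact permutation with 1 of 10 splits as large), with 7 of 8 and 7 adjusted over the list alone, and it goes both ways. In L1 the medians were 0.11 for the zygotic list, whose mean was -0.10, 0.02 for cell fate, -0.07 for beta-oxidation, -0.03 for the dosage compensation complex, whose mean was 0.01, -0.06 for sex determination and -0.03 for H3K9, with camera p of 0.914, 0.468, 0.335, 0.683, 0.714 and 0.663. In *him-8* early embryos the medians were 0.47 for the dosage compensation complex, with 10 of 10 higher (camera p = 6.2e-05, adjusted p = 3.1e-04, fry p = 0.00194), 0.43 for sex determination (camera p = 0.00129, adjusted p = 0.00429, fry p = 0.0269) and 0.31 for H3K9 (camera p = 0.00439, adjusted p = 0.0110, fry p = 0.0472), each with 1 of 10 splits as large in an exact permutation. In the same embryos they were -0.41 for late differentiation (camera p = 0.0401, adjusted p = 0.0802), 0.42 for the zygotic list (camera p = 0.326), 0.10 for cell fate (camera p = 0.271), -0.0034 for the maternal list, whose mean was 0.0077 (camera p = 0.912), and 1.57 for 3 genes of adult carryover (camera p = 0.474), with 2, 4, 2, 10 and 3 of 10 splits as large in an exact permutation. The stage index was 3.20 ± 1.00 in WT and 2.74 ± 0.441 in *him-8* (SD, n = 3 each), a difference of -0.46 (exact two-sided permutation test, p = 0.5, where 0.1 is the smallest).

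The difference between X and the autosomes in *him-8* early embryos was reached by 1 of 10 splits, the real one. The largest other split gave 0.233 against 0.245 in size. In the *xol-1* experiments the same measure was -0.05 in early embryos (camera p = 0.871, fry p = 0.359) and 0.0095 in L1 (camera p = 0.899, fry p = 0.560), beside an exact permutation test per library. The exact two-sided permutation test gave p = 0.6 and 0.314, where the smallest are 0.1 and 0.0286.

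The WT early embryos of the 2 experiments differed in level, in tables that had been normalized separately. After the median difference was taken out, 6702 of 13305 genes (50.4%) were more than 2-fold apart, and the log2 means had a Pearson r of 0.779 across genes. Of the genes lower in *xol-1* early embryos, 547 of 1354 (40.4%) were under 0.5 FPKM in every WT library of the *him-8* experiment, against 8.51% of the genes tested, and so were 112 (24.0%) of the genes higher. With genes absent from that WT left out, an alternative added after seeing the data, 807 genes were lower. The mean stage index of WT was -1.85 in the *xol-1* experiment and 3.20 in the *him-8* experiment. Summed WT levels were 6503 and 2.65 FPKM for the adult carryover list, and 1268 and 2.08 FPKM for the msp list. Embryo age and adult or sperm RNA may thus differ between these WT preparations, and no explanation was tested. The sex-biased sets and the correlation of fold changes join the 2 experiments and carry this difference.

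Of the genes named in the introduction of the paper, *sex-1* fell from 81.5 ± 7.88 to 39.9 ± 2.24 FPKM in *xol-1* early embryos (SD, n = 3 each), a log2 fold change of -1.02 (adjusted p = 2.1e-04). *fox-1* had a log2 fold change of -0.78 (adjusted p = 0.0192). Its adjusted p was 0.0692 without WT replicate 2 and 0.0501 without *xol-1* replicate 3. *ceh-39* and *sea-1* had log2 fold changes of -0.26 and -0.25 (adjusted p = 0.0760 and 0.0808). That of *sea-2* was -3.39 (adjusted p = 0.0650), with *sea-2* listed at 0 in *xol-1* replicates 2 and 3. *her-1* was at 2.13 ± 0.319 and 0.456 ± 0.174 FPKM (SD, n = 3 each), a log2 fold change of -2.05 (adjusted p = 0.00170). *pcp-3* was lower past both thresholds in all 3 comparisons, and *ugt-63* was higher in all 3, genes noticed after their values were seen.

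Genes past the thresholds lay close together in some windows of 15 tested genes. In *him-8* early embryos 11 of 15 genes from 2326678 to 2560739 on chromosome V were higher. In *xol-1* early embryos the share of tested genes that were lower was 13.8% on chromosome II, 12.3% on IV and 3.71% on X. No explanation was tested for these positions.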
